# Loss of Foxc1 and Foxc2 function in chondroprogenitor cells disrupts endochondral ossification

**DOI:** 10.1016/j.jbc.2021.101020

**Published:** 2021-07-29

**Authors:** Asra Almubarak, Rotem Lavy, Nikola Srnic, Yawen Hu, Devi Priyanka Maripuri, Tsutomo Kume, Fred B. Berry

**Keywords:** chondrogenesis, transcription factor, bone, gene regulation, cell differentiation, Sox9, forkhead box, ChIP, chromatin immunoprecipitation, Col2a, collagen, type II, alpha 1, ColX, collagen, type X, alpha 1, crFOXC1, crispr mutated Foxc1, Dox, doxycycline, dpc, days post coitum, EGFP, enhanced GFP, FBS, fetal bovine serum, FGF, fibroblast growth factor, FOX, forkhead box, IDT, Integrated DNA Technologies, IHH, Indian hedgehog, mES, mouse embryonic stem, Mmp13, matrix metallopeptidase 13, qRT-PCR, quantitative reverse transcriptase PCR, Runx2, runt related transcription factor 2, SOX6, SRY (sex-determining region Y)-box 6, SOX9, SRY (sex-determining region Y)-box 9, VEGFA, vascular endothelial growth factor A

## Abstract

Endochondral ossification initiates the growth of the majority of the mammalian skeleton and is tightly controlled through gene regulatory networks. The forkhead box transcription factors *Foxc1* and *Foxc2* regulate aspects of osteoblast function in the formation of the skeleton, but their roles in chondrocytes to control endochondral ossification are less clear. Here, we demonstrate that Foxc1 expression is directly regulated by the activity of SRY (sex-determining region Y)-box 9, one of the earliest transcription factors to specify the chondrocyte lineage. Moreover, we demonstrate that elevated expression of Foxc1 promotes chondrocyte differentiation in mouse embryonic stem cells and loss of Foxc1 function inhibits chondrogenesis *in vitro*. Using chondrocyte-targeted deletion of Foxc1 and Foxc2 in mice, we reveal a role for these factors in chondrocyte differentiation *in vivo*. Loss of both Foxc1 and Foxc2 caused a general skeletal dysplasia predominantly affecting the vertebral column. The long bones of the limbs were smaller, mineralization was reduced, and organization of the growth plate was disrupted; in particular, the stacked columnar organization of the proliferative chondrocyte layer was reduced in size and cell proliferation was decreased. Differential gene expression analysis indicated disrupted expression patterns of chondrogenesis and ossification genes throughout the entire process of endochondral ossification in chondrocyte-specific *Foxc1/Foxc2* KO embryos. Our results suggest that *Foxc1* and *Foxc2* are required for normal chondrocyte differentiation and function, as loss of both genes results in disorganization of the growth plate, reduced chondrocyte proliferation, and delays in chondrocyte hypertrophy that prevents ossification of the skeleton.

The majority of the mammalian skeleton forms through a mechanism known as endochondral ossification (1, 2). In this developmental event, mesenchymal progenitor cells condense at the sites of newly forming bone and differentiate into chondrocytes. These chondrocytes undergo continued differentiation and organize themselves into cell layers that form the growth plate, which ultimately drives endochondral bone growth. Round resting zone chondrocytes form at the distal ends of long bones. These cells then differentiate inward to become flattened, highly proliferative columnar chondrocytes. Much of the extension of the bone length is achieved by the proliferative activities of these cells. Columnar chondrocytes exit the cell cycle to differentiate into prehypertrophic chondrocytes and then enlarge to form hypertrophic chondrocytes that form a mineralized matrix and sets the foundation for future bone growth. The fate of the hypertrophic chondrocytes is split into a number of outcomes. A portion of these cells will undergo apoptosis and are removed from the bone; alternatively, hypertrophic chondrocytes will transdifferentiate into bone-forming osteoblast cells that contribute to the ossified bone structure (3, 4). Additional osteoblast cells originate from a cell layer, the periosteum, that lines the newly forming bone, and invade into the newly formed marrow spaced along with blood vessels.

The differentiation of chondrocytes to control growth plate functions is a tightly regulated process controlled by multiple signaling networks. In particular, cross-talk between Indian hedgehog (IHH) and parathyroid hormone–related peptide signals coordinate the proliferation of the columnar chondrocytes and their exit from the cell cycle to differentiate into prehypertrophic and hypertrophic chondrocytes (5, 6). In addition, fibroblast growth factor (FGF) signaling networks also regulate growth plate chondrocyte function needed for proper bone growth (7, 8). Disruption to these pathways can affect the formation of the skeleton and result in bone growth disorders in humans (9).

Campomelic dysplasia (OMIM # 114290) is a lethal skeleton malformation characterized by bowed limb bones and a reduced size of the rib cage (10). Mutations in the transcription factor gene SRY (sex-determining region Y)-box 9 (*SOX9*) cause campomelic dysplasia, and extensive functional analysis of *SOX9* has defined it as a master regulator of the chondrocyte lineage (10, 11, 12). SOX9 function regulates multiple stages of chondrocyte differentiation and development including the initial acquisition of the chondrocyte fate, the proliferation of growth plate chondrocytes, and the transition to hypertrophic chondrocytes (12, 13, 14). In addition to its profound role in directing cells down the chondrocyte lineage, Sox9 acts to prevent differentiation toward other lineages (13, 15, 16). Although important in the formation of the chondrocyte lineage, SOX9 is dispensable for the initiation of the chondrogenic lineage and the induction of gene expression patterns associated with this fate (17). This finding suggests that additional transcription factors function along with SOX9 to control chondrocyte formation during endochondral ossification.

The forkhead box (FOX) transcription factors are candidates for early regulators of chondrocyte differentiation. Both *Foxc1* and *Foxc2* genes are expressed in the condensing mesenchyme of the presumptive endochondral skeleton (18, 19, 20, 21). Furthermore, *Foxc1* and *Foxc2* are required for proper endochondral ossification as mice deficient for *Foxc1* or *Foxc2* display disruptions to the formation of the endochondral skeleton (19, 20, 22). Homozygous null *Foxc1* mouse mutants die shortly after birth and display small rib cages that lack an ossified sternum (19). The neural arches of the vertebral column are not fully mineralized in these mutants. The limbs are shorter in *Foxc1*-deficient mice and *Foxc1* can regulate IHH signaling to control endochondral growth in the limb (21). *Foxc2* homozygous null mutant mice also die before birth with patterning and ossification defects apparent in the axial skeleton (skull, rib cage, and vertebral column) (20). Although both *Foxc1* and *Foxc2* are expressed at high levels in chondrocytes of the developing limbs (21), loss of function mutation of either gene results in milder phenotypes than that observed in the axial skeleton. As FOXC1 and FOXC2 proteins have near-identical DNA-binding domains (23, 24, 25), it is possible that *Foxc1* or *Foxc2* may compensate for the loss of the other. Compound *Foxc1*^*−/−*^*;Foxc2*^*−/−*^ mice arrest in development before the onset of skeletal formation, and therefore, the combined functions of these genes in endochondral ossification is not known (26).

We wished to determine how *Foxc1* and *Foxc2* function in chondrocytes to regulate endochondral ossification. We first used *in vitro* assays to demonstrate that *Foxc1* expression could be directly regulated by SOX9 activity and that gain or loss of *Foxc1* function could positively or negatively regulate *in vitro* chondrocyte differentiation, respectively. We also demonstrate that the loss of both *Foxc1* and *Foxc2* function in early chondrocyte cells in the developing mouse disrupts normal endochondral ossification processes. These findings indicate that *Foxc1* and *Foxc2* gene function is required in the chondrocyte cells to correctly form the endochondral skeleton.

## Results

### SOX9 directly regulates Foxc1 expression

*Foxc1* and *Foxc2* are expressed in condensing prechondrogenic mesenchyme cells at a time when SOX9 is active (18, 19). Given that their mRNA expression is reduced in Sox9-deficient chondrogenic tissues (17), we sought to determine whether *Foxc1* and *Foxc2* were directly regulated by SOX9. First, we used an inducible mouse embryonic stem (mES) cell line that contains a tetracycline-off inducible *Sox9* gene (27). Upon the removal of doxycycline (DOX) for 48 h, we observed an elevation of SOX9 protein and mRNA levels (Fig. 1*A*) as well as an increase in collagen, type II, alpha 1 (*Col2a*) mRNA, a known SOX9 target of transcriptional regulation (28). Expression of *Foxc1* was also elevated in response to SOX9 induction, but levels of *Foxc2* mRNA remain unchanged (Fig. 1*A*). We next examined previously published SOX9 chromatin immunoprecipitation (ChiP)-seq data (29) and identified four SOX9-binding peaks near the mouse *Foxc1* gene. Three peaks were located upstream of *Foxc1*, which we termed distal A (mm10 chr13:31,764,541-31,764,717), B (mm10 chr13:31,765,465-31,765,623), and C (mm10 chr13:31,779,560-31,779,803), respectively, and one peak located downstream of *Foxc1*, which we termed distal D (mm10 chr13:31,820,626-31,820,791). No peaks were found in proximity to the *Foxc2* gene. We verified SOX9 binding to these sites using ChIP in ATDC5 cells and found SOX9 was associated with all four regulatory elements as well as the known SOX9-binding site in the intron 1 enhancer of the *Col2a* gene (Fig. 1*B*). Next, we cloned each regulatory region into a luciferase reporter that contains a basal promoter and tested for activation by SOX9 in ATDC5 cells. We found that only distal C was activated in response to SOX9. Although distal B was not activated by SOX9, we did detect elevated activity in ATDC5 cells compared with the empty reporter vector, suggesting this element may confer Sox9-independent chondrocyte regulatory activity for *Foxc1* expression. Together, these findings indicate that *Foxc1* is a direct target of SOX9 transcriptional regulatory activity.

**Figure 1:**
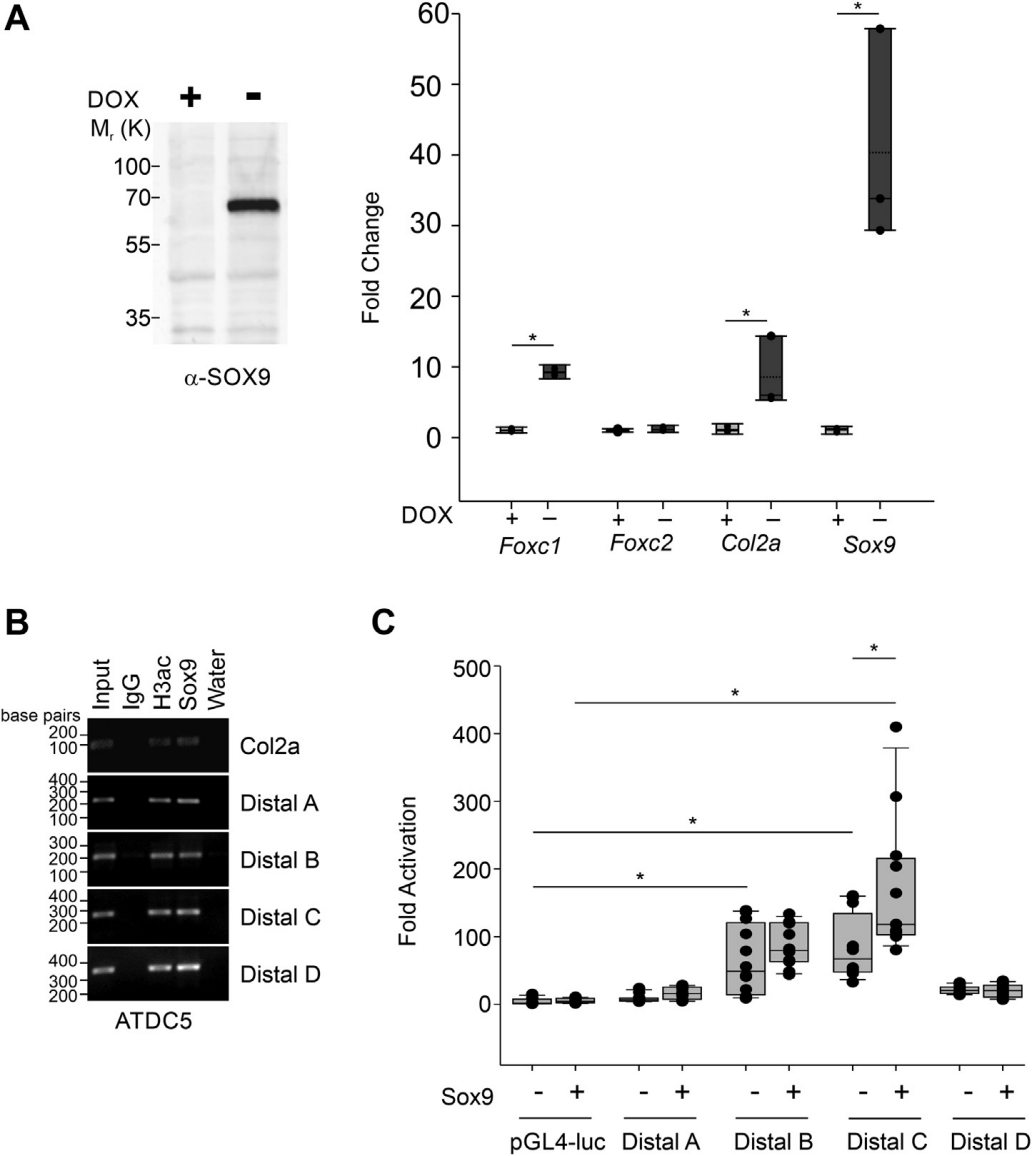
**SOX9 regulates expression of *Foxc1*.***A*, SOX9 expression was induced in mouse embryonic stem cells containing a doxycycline (Dox)-inducible cassette. Expression was induced for 48 h by removal of Dox. Expression of Foxc1, Foxc2, Col2a, and Sox9 mRNA was determined by qRT-PCR. Data are presented from three independent experiments. Error bars represent SD. *B*, SOX9 binding to regulatory elements in *Col2a* and *Foxc1* was determined by chromatin immunoprecipitation (ChIP) in ATDC5 chondrocyte cells. Four Sox9-binding sites in the regulatory region of *Foxc1*(distal A-D) were identified from previous ChIP-seq experiments (29). *C*, *Foxc1* distal regulatory elements were cloned into pGL4-luciferase reporters and transfected along with *Sox9* in ATDC5 cells. Only Foxc1-distal C was activated by *Sox9*. Data presented are all data points generated from three biological replicates with each containing three technical replicates. The *bottom* and *top boundaries* of each *box* represent the 25th and 75th percentiles, respectively, whereas the *upper* and *lower error bars* represent the 90th and 10th percentiles, respectively. The *solid bar* inside the *box* represents the median value, whereas the *dashed line* represents the mean. *Dots* indicate each data point. Statistical analysis was performed using one-way ANOVA with Holm–Sidak pairwise multiple comparisons. ∗*p*-value < 0.05. *Col2a*, collagen, type II, alpha 1; qRT-PCR, quantitative reverse transcriptase PCR; *SOX9*, SRY (sex-determining region Y)-box 9.

### Foxc1 regulates chondrocyte differentiation *in vitro*

Next, we examined whether *Foxc1* functions in regulating chondrocyte differentiation. First, we used a *Foxc1*-inducible mES cell line (30) to assess whether *Foxc*1 overexpression influences chondrocyte differentiation. We used a chondrocyte differentiation protocol outlined in Figure 2*A* and described in (31). Dox was removed from mES cells 2 days before chondrocyte differentiation, and we confirmed that FOXC1 protein levels were elevated by Dox removal (Fig. 2*B*). Expression of SRY (sex-determining region Y)-box 6 (*Sox6*), *Col2a,* *runt related transcription factor 2 (Runx2)*, and collagen, type X, alpha 1 (*ColX*) mRNA was elevated in response to FOXC1 protein induction at 21 days of differentiation compared with that of uninduced controls. These results indicate that enforced *Foxc1* expression could enhance the differentiation capacity of mES cells.

**Figure 2:**
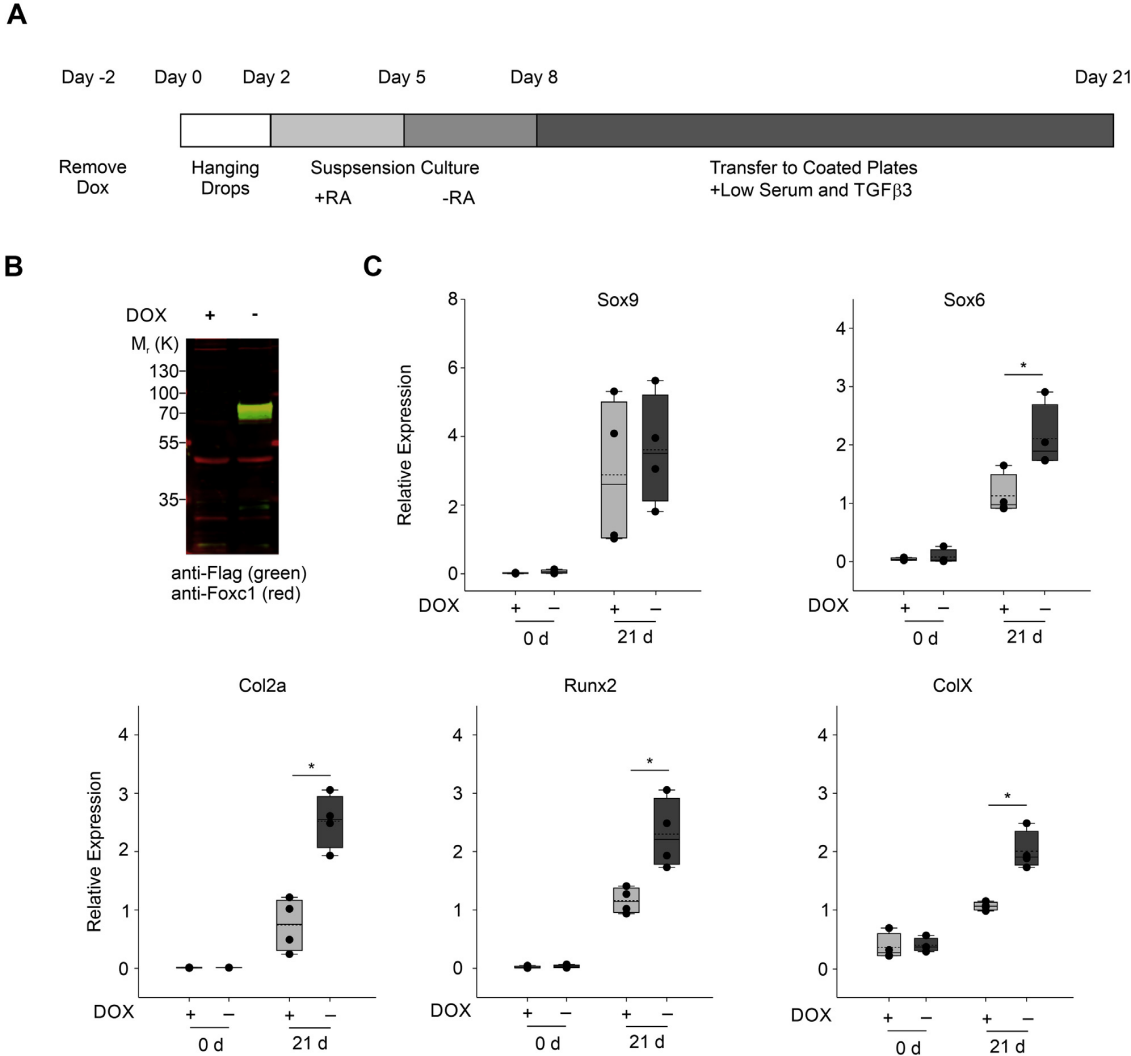
**Elevated Foxc1 promotes chondrocyte differentiation of mouse embryonic stem cells (mES).***A*, schematic of chondrocyte differentiation protocol for mES cells (31). *B*, expression of FOXC1 was confirmed in mES cells containing a Dox-inducible flag-tagged Foxc1 expression cassette. *C*, chondrocyte differentiation in mES cells was monitored by measuring expression of Sox9, Sox6, Col2a, runt related transcription factor 2, and ColX expression. Data presented are from four biological replicates. The *bottom* and *top boundaries* of each *box* represent the 25th and 75th percentiles, respectively, whereas the *upper* and *lower error bars* represent the 90th and 10th percentiles, respectively. The *solid bar* inside the *box* represents the median value, whereas the *dashed line* represents the mean. *Dots* indicate each data point. Statistical analysis was performed using one-way ANOVA with Holm–Sidak pairwise multiple comparisons. ∗*p*-value < 0.05; ∗*p*-value < 0.05. *Col2a*, collagen, type II, alpha 1; *ColX*, collagen, type X, alpha 1; DOX, doxycycline; *Sox6*, SRY (sex-determining region Y)-box 6; *SOX9*, SRY (sex-determining region Y)-box 9.

To examine whether loss of Foxc1 function affected chondrocyte differentiation, we used Crispr–Cas9 to mutate the *Foxc1* gene in ATDC5 cells. We generated a cell line (crispr-mutated Foxc1 [crFOXC1]) that introduced a premature stop codon that would truncate FOXC1 protein after helix 2 in the forkhead domain. Given that this truncation occurred before helix 3, the DNA recognition helix, this mutation would result in a nonfunctioning protein. Reduced FOXC1 protein levels were observed in this cell line (Fig. 3*A*). We then induced chondrocyte differentiation by supplementing the culture media with insulin, transferrin, and selenium to initiate chondrocyte differentiation. After 21 days of differentiation, we detected reduced Alcian blue–stained chondrogenic nodules in the crFOXC1 cells (Fig. 3*B*). Furthermore, loss of *Foxc1* function reduced levels of genes expressed in early chondrocyte (*Col2a, Sox9*), proliferating chondrocytes (*Fgfr3*), prehypertrophic chondrocytes (*Ihh*), and hypertrophic chondrocytes (*ColX* and matrix metallopeptidase 13 [*Mmp13*]). Together, these findings indicate an impairment of chondrocyte differentiation when *Foxc1* function is lost.

**Figure 3:**
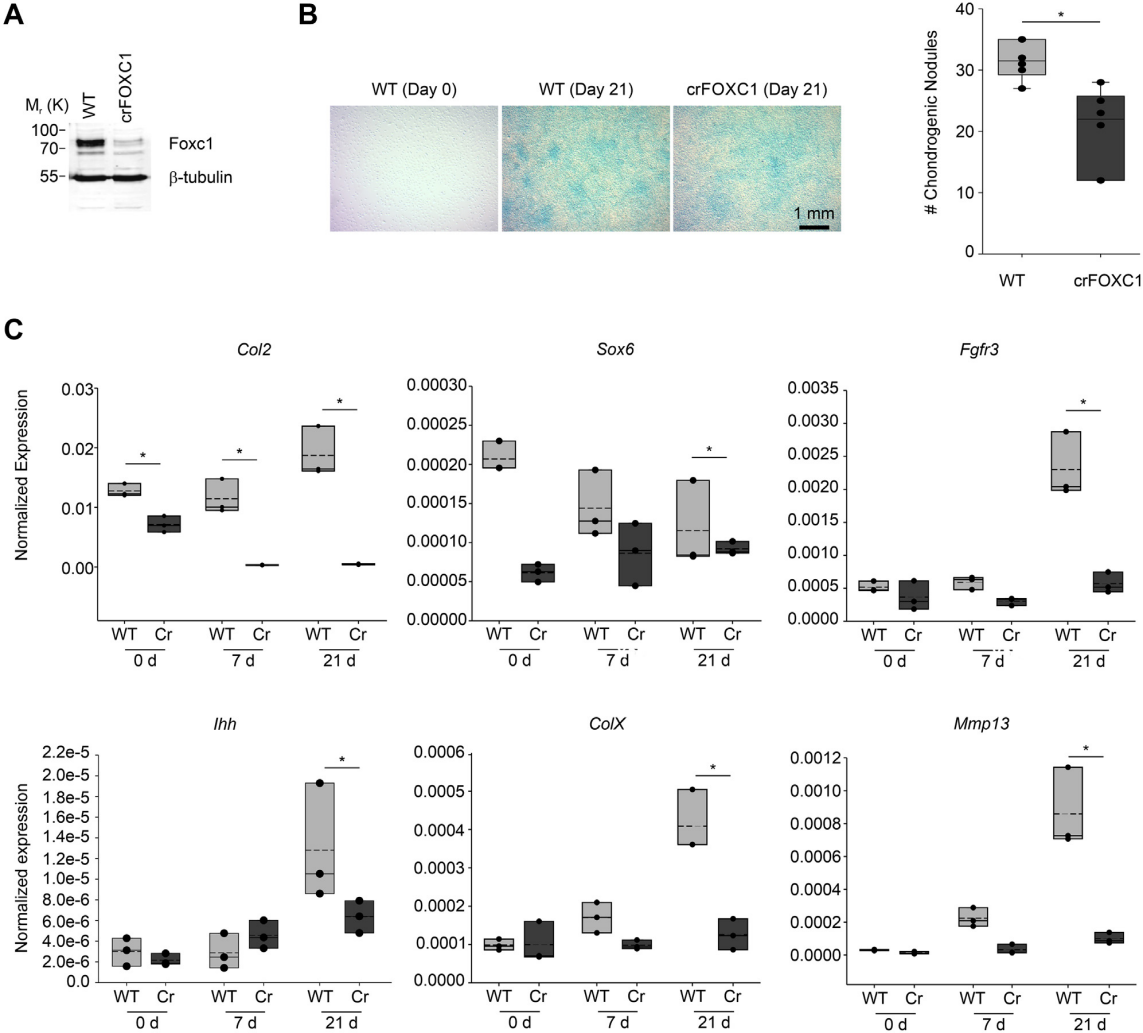
**Loss of Foxc1 expression in ATDC5 cells alters chondrocyte differentiation.***A*, deletion of Foxc1 expression was achieved through Crispr mutagenesis. Reduced protein levels observed in Foxc1 mutant cells (crFOXC1). *B*, WT and crFOXC1 cells were differentiated for 21 days and chondrogenesis measured by Alcian Blue staining. The number of chondrogenic nodules was counted in WT and mutant cells (n = 5). The scale bar represents 1 mm. *C*, levels of chondrocyte-expressed genes are affected in Foxc1 mutant ATDC5 cells after 21 days of differentiation. The qRT-PCR data were collected from three biological replicates and normalized to the expression of housekeeping genes. The *bottom* and *top boundaries* of each *box* represent the 25th and 75th percentiles, respectively. The *solid bar* inside the *box* represents the median value, whereas the *dashed line* represents the mean. *Dots* indicate each data point. Statistical analysis was performed using one-way ANOVA with Holm–Sidak pairwise multiple comparisons. ∗*p*-value < 0.05. crFOXC1, crispr-mutated Foxc1; qRT-PCR, quantitative reverse transcriptase PCR.

### Foxc1 and Foxc2 are expressed in the perichondrium and the resting zone of the growth plate

Next, we examined the localization of *Foxc1* and *Foxc2* expression in the developing skeleton. We focused on both *Foxc1* and *Foxc2* as each gene has a documented function for the proper formation of the skeleton (19, 20, 21). More importantly, a direct comparison of gene expression patterns of *Foxc1* and *Foxc2* mRNA in the developing skeleton has yet to be performed. We used dual-labeling *in situ* hybridization to simultaneously localize *Foxc1* and *Foxc2* mRNAs in the growth plate of the mouse hind limb. We observed both overlapping and distinct expression patterns for *Foxc1* and *Foxc2* mRNAs. Both *Foxc1* and *Foxc2* are expressed in the condensing mesenchyme and anlage in the developing hind limb bud at 12 days post coitum (dpc), although *Foxc1* expression is more widely distributed than that of *Foxc2* at this time point (Fig. 4*A*). At 13.5 dpc Foxc1 and Foxc2 expression becomes restricted to the peripheral region of the proximal skeletal elements (Fig. 4*B*). In the less-mature distal skeletal elements, Foxc1 expression is widely expressed throughout the newly forming bone, whereas Foxc2 retains a more restricted expression pattern at this stage. In the tibia at 14.5 dpc, *Foxc1* mRNA was strongly detected in the perichondrium, resting zone chondrocytes, and late hypertrophic chondrocytes/primary ossification center and lower expression detected in the proliferating and prehypertrophic chondrocytes (Fig. 4*C*). We also observed strong *Foxc1* expression in the cells lying between the tibia and femur. *Foxc2* mRNA expression was restricted to the perichondrium and newly emerging primary ossification center at this time point (Fig. 4*C*). A distinct expression pattern for *Foxc2* mRNA was detected in the outer cell layer of perichondrium. Expression of *Foxc1* and *Foxc2* mRNAs in the proximal tibia at 16.5 dpc continued to be enriched in the surrounding perichondrium (Fig. 4, *D*–*I*). *Foxc1*- and *Foxc2*-expressing cells were also detected in the resting zone chondrocytes (Fig. 4*G*) and in putative borderline chondrocytes cells found between the proliferating zone chondrocytes and the perichondrium (Fig. 4*H*). Very little *Foxc1* or *Foxc2* mRNA was detected in proliferating chondrocyte or hypertrophic chondrocyte cells (Fig. 4*I*). Together, these results indicate that *Foxc1* and *Foxc2* have restricted expression patterns in the developing bones: expression of both *Foxc1* and *Foxc2* is abundant in early stages of endochondral ossification (12–14.5 dpc) and becomes restricted to the perichondrium and resting chondrocytes at later stages (16.5 dpc).

**Figure 4:**
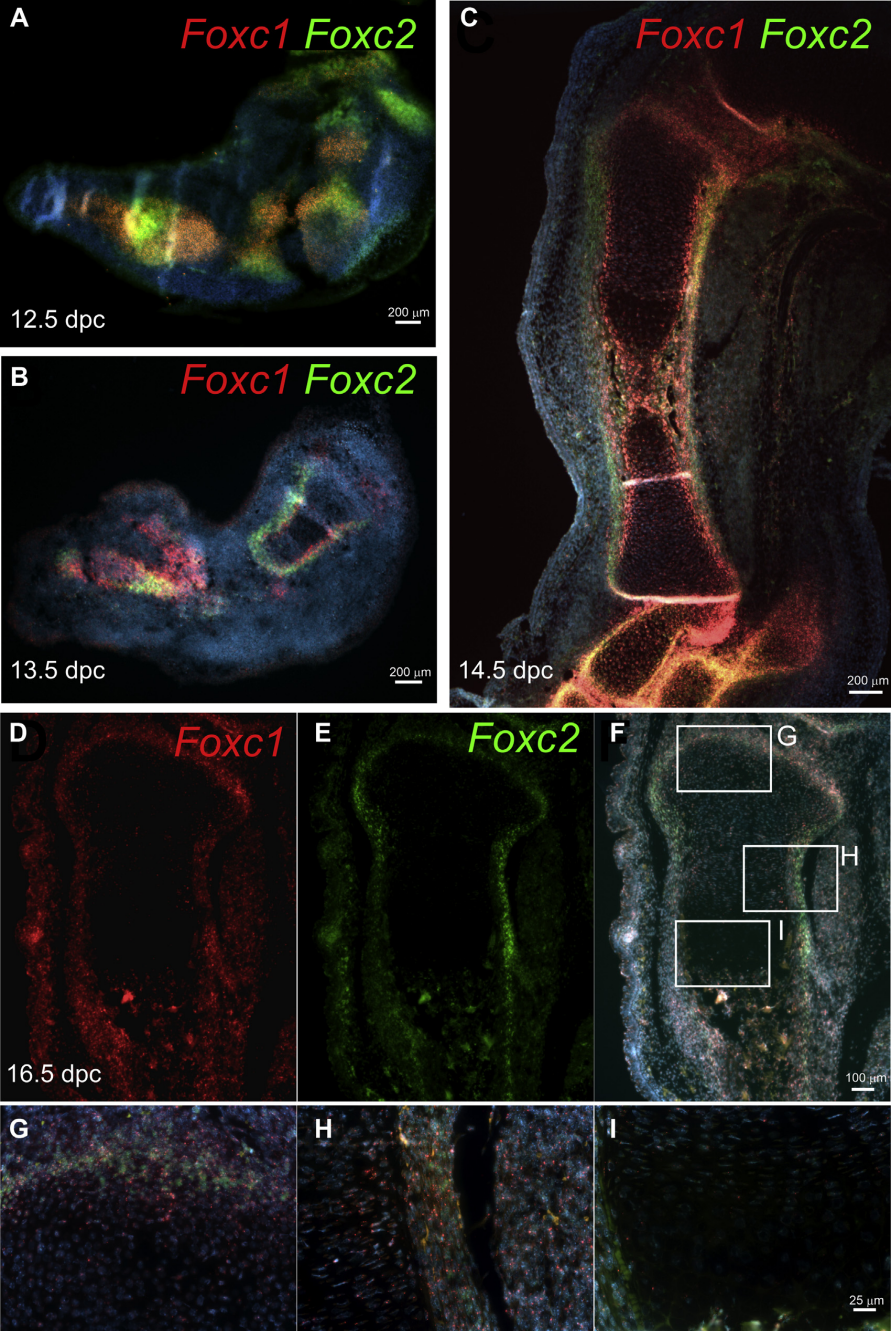
**Foxc1 and Foxc2 are expressed in the perichondrium and resting zone of the growth plate.** Localization of Foxc1 and Foxc2 mRNA expression was determined in the hind limb by *in situ* hybridization at (*A*) 12.5 dpc, (*B*) 13.5 dpc, and (*C*) 14.5 dpc. The scale bar (*A–C*) represents 200 μm. *D*, Foxc1 and (*E*) Foxc2 mRNA expression in the proximal tibia at 16.5 dpc was abundant in the perichondrium. *F*, Foxc1 and Foxc2 mRNA displayed both overlapping and distinct expression patterns in the developing limb. The scale bar (*D–F*) represents 100 μm. *G*, Foxc1 transcripts (*red*) were detected in the perichondrium and resting zone, whereas Foxc2 (*green*) was mainly expressed in the perichondrium. Low levels of Foxc1 and Foxc2 expression were detected in the proliferative zone (*H*) and hypertrophic zone (*I*). The scale bar (*G* and *H*) represents 25 μm. dpc, days post coitum.

### Deletion of Foxc1 and Foxc2 in chondrocyte progenitors causes skeletal dysplasia

To understand the roles of *Foxc1* and *Foxc2* in the formation of the endochondral skeleton, we generated conditional, compound *Foxc1* and *Foxc2* mutant mice using the Col2-cre driver strain (32). We chose to delete both *Foxc1* and *Foxc2* genes to eliminate any potential genetic compensation that may occur when one *Foxc* paralog was deleted. First, we assessed the cre activity of this strain by crossing *Col2-cre* mice with ROSA26^mTmG^ mice that expresses enhanced GFP (EGFP) when cre recombinase is present. At 14.5 dpc, EGFP was detected throughout the developing skeleton. In the hind limb, cre activity was detected in the growth plate chondrocytes, perichondrium, and primary ossification center (Fig. 5, *A* and *B*). This expression pattern indicates that the Col-cre strain is active in cells of the developing skeleton and cell layers that express *Foxc1* and *Foxc2*.

**Figure 5:**
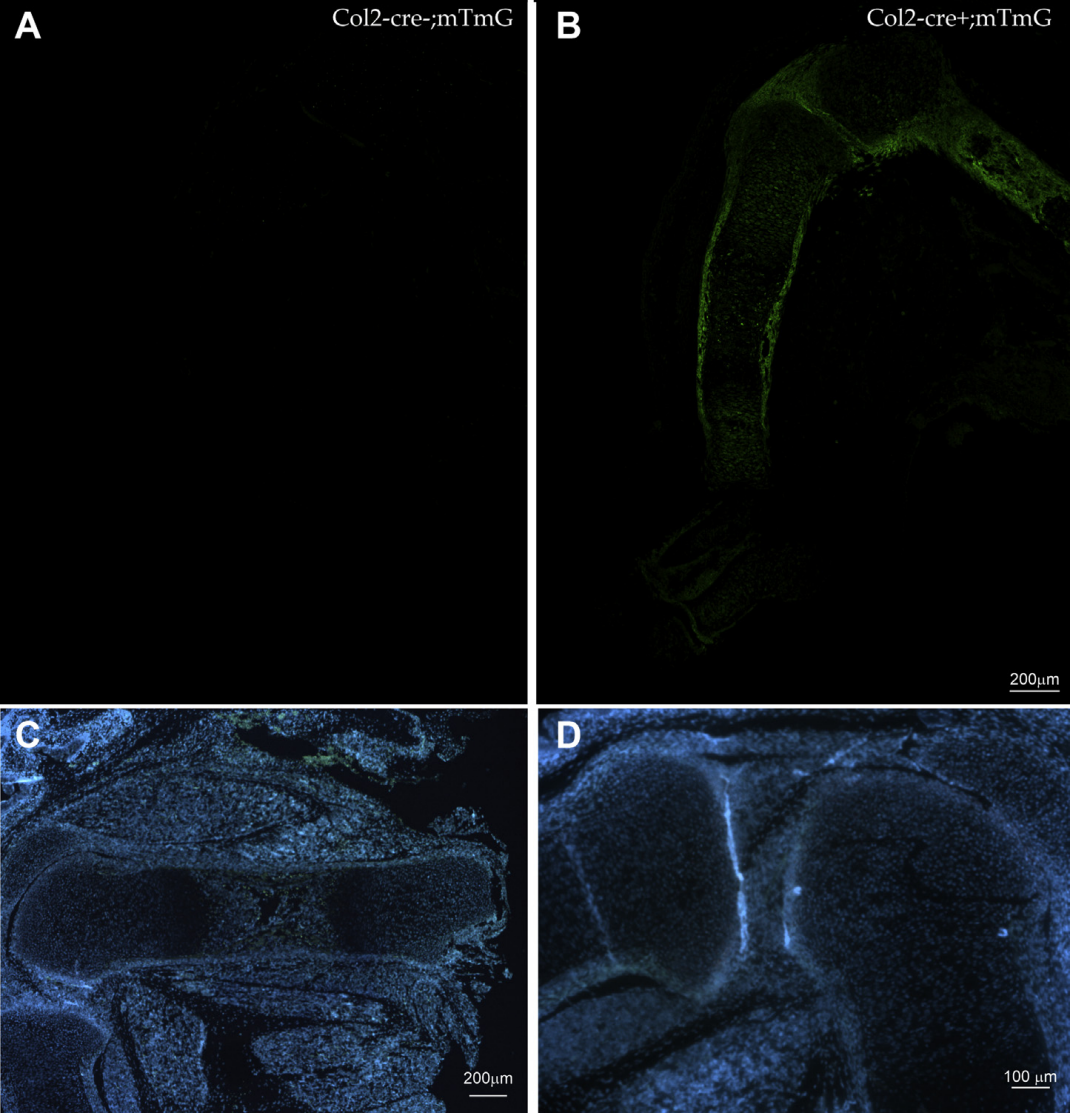
**Col2-cre ablation of Foxc1 and Foxc2 expression in the developing limb.***A* and *B*, ROSA26^tm4(ACTB-tdTomato,-EGFP)^(mTmG) mice were crossed to Col2-Cre mice to monitor Cre activity in the developing limb at 14.5 dpc. EGFP was only detected in the limbs of mice containing the Col2-cre transgene. *C* and *D*, to create chondrocyte-specific Foxc1 and Foxc2 mutant mice, Col2-cre mice were crossed with homozygous “floxed” Foxc1 and Foxc2 mice. No expression of Foxc1 and Foxc2 mRNA was detected by *in situ* hybridization in the developing humerus or proximal tibia in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^mice at 16.5 dpc. The scale bar represents (*A–C*) 200 μm and 100 μm (*D*). dpc, days post coitum; EGFP, enhanced GFP.

Next, we crossed the Col2-cre mice to homozygous floxed (fl) *Foxc1;Foxc2* mice (33) to generate *Col2-cre;Foxc1*^*+/Δ*^*;Foxc2*^*+/Δ*^ heterozygotes. These mice were viable and displayed no overt health issues. To delete both copies of *Foxc1* and *Foxc2* in chondrocyte progenitors, we crossed male *Col2-cre;Foxc1*^*+/Δ*^*;Foxc2*^*+/Δ*^ mice with *Foxc1*^*fl/fl*^*;Foxc2*^*fl/fl*^ females. We confirmed by *in situ* hybridization that *Foxc1* and *Foxc2* mRNA expression was lost in the hind limbs of 16.5 dpc *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 5, *C* and *D*). No viable *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^*, Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*+/Δ*^*, Col2-cre;Foxc1*^*+/Δ*^*;Foxc2*^*Δ/Δ*^ pups were found at birth. We then isolated embryos at 18.5 dpc for Alizarin red and Alcian blue skeletal staining and found all genotypes were present at expected Mendelian ratios. We detected a skeletal hypoplasia that worsened when *Foxc* gene dosage was lost (Fig. 6*A*). The skeletons of *Col2-cre;Foxc1*^*+/Δ*^*;Foxc2*^*+/Δ*^ embryos at 18.5 dpc formed correctly and displayed no overt phenotypes compared with control (cre negative) embryos. *Col2-cre;Foxc1*^*+/Δ*^*;Foxc2*^*Δ/Δ*^ displayed skeletal anomalies including underdeveloped occipital bones and vertebrae. In the cervical vertebrae, the atlas and axis bones were markedly reduced in size compared with control embryos and compound *Col2-cre;Foxc1*^*+/Δ*^*;Foxc2*^*+/Δ*^ mice.

**Figure 6:**
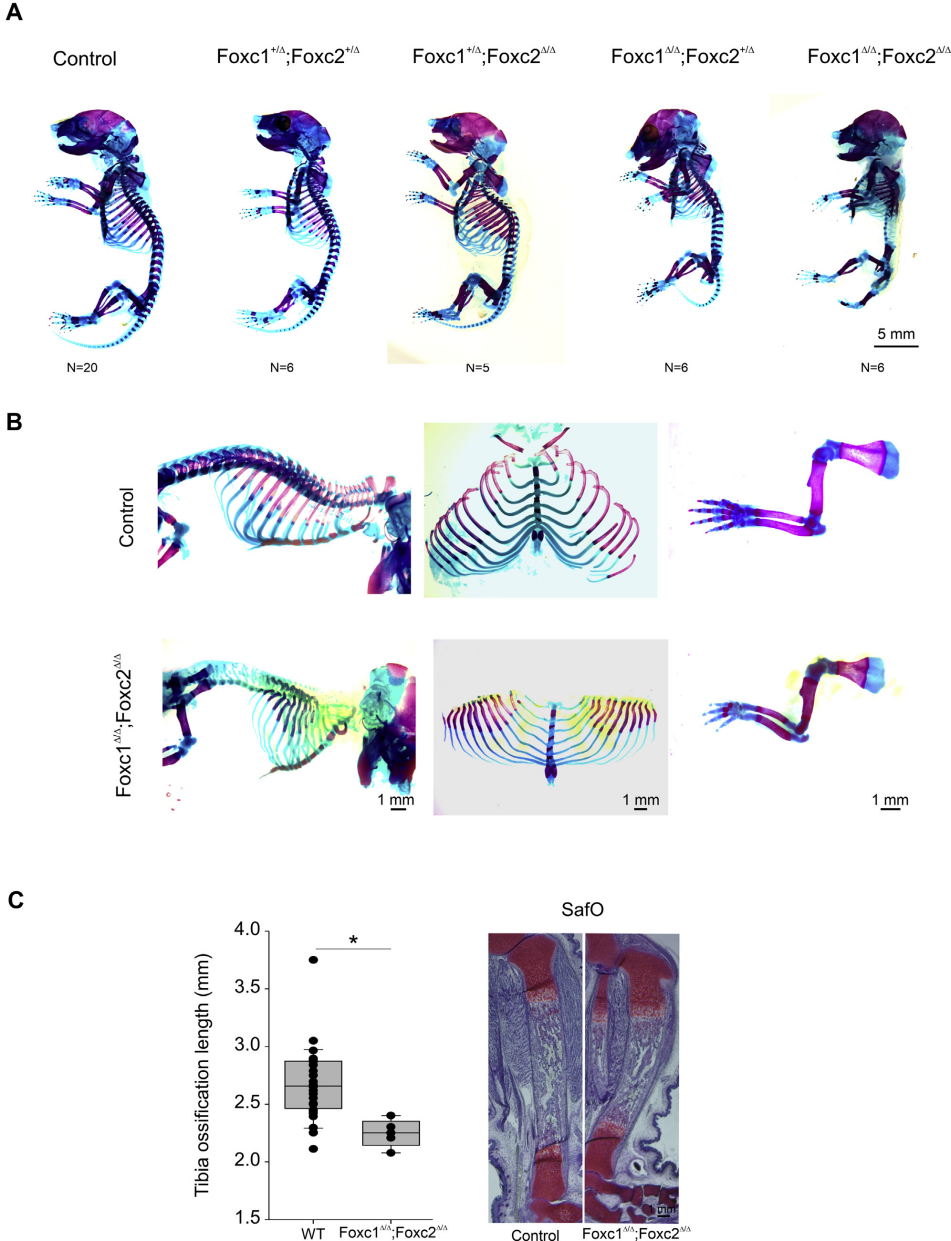
**Col2-cre deletion of Foxc1 and Foxc2 causes skeletal hypoplasia.***A*, Alizarin red and Alcian blue skeleton preps from 18.5 dpc embryos. Control embryos lack the Col2-cre transgene. The scale bar represents 5 mm. *B*, disrupted endochondral ossification can be observed in the axial and appendicular skeleton of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos. The scale bar represents 1 mm. *C*, length of ossification is reduced in the tibia at 18.5 dpc of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ mice. The lengths of ossification zones were measured from 20 control and five mutant embryos. Data were analyzed by Student's *t* test. ∗*p*-value < 0.05. The scale bar represents 1 mm. dpc, days post coitum.

The skeletons of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*+/Δ*^ displayed a smaller, misshapen rib cage, with malformed cervical vertebrae and occipital bones (Fig. 6*A*). The most severe phenotype was observed in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos and will be the remaining focus of this article. These embryos displayed a markedly underdeveloped skeleton. The occipital bones were missing, giving the skull a domed appearance (6/6 embryos). The cervical vertebrae were absent in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos, and ossification of the remaining bones in the vertebral column was impaired (6/6 embryos; Fig. 6*B*). The rib cage was misshapen but patterned correctly as no missing or fused ribs were detected in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 6*B*). Likewise, the overall patterning of the limbs appeared normal although ossification was reduced or delayed (Fig. 6, *B* and *C*). Ossification of the proximal and middle phalanges bones was absent in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ (6/6 embryos). Ossification of the distal phalange bones was variable, with ossification detected in four of six embryos examined.

### Foxc1 and Foxc2 are required for the formation of the growth plate

The limbs of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos displayed reduced mineralization and reduction in length (Fig. 6*C*). We therefore decided to investigate the formation of the growth plate of these mutants to identify the contribution of *Foxc1* and *Foxc2* to the function of this structure. Sections through the 16.5 dpc proximal tibia revealed growth plate anomalies in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 7*A*). In particular, the characteristic stacked organization of the proliferative zone chondrocytes was not as prevalent in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos. The length of the resting zone chondrocytes layer was expanded, whereas the proliferating zone layer was reduced in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 7*B*). We next assessed whether this reduction in size of the proliferating zone chondrocytes corresponded to a reduction in cell proliferation. As observed in Figure 7*C*, we did detect a reduction in the number of Ki67-positive cells in the growth plate of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos. We also examined whether cell death was affected in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos and found no changes in the number of apoptotic cells in the growth plates between control and *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (data not shown).

**Figure 7:**
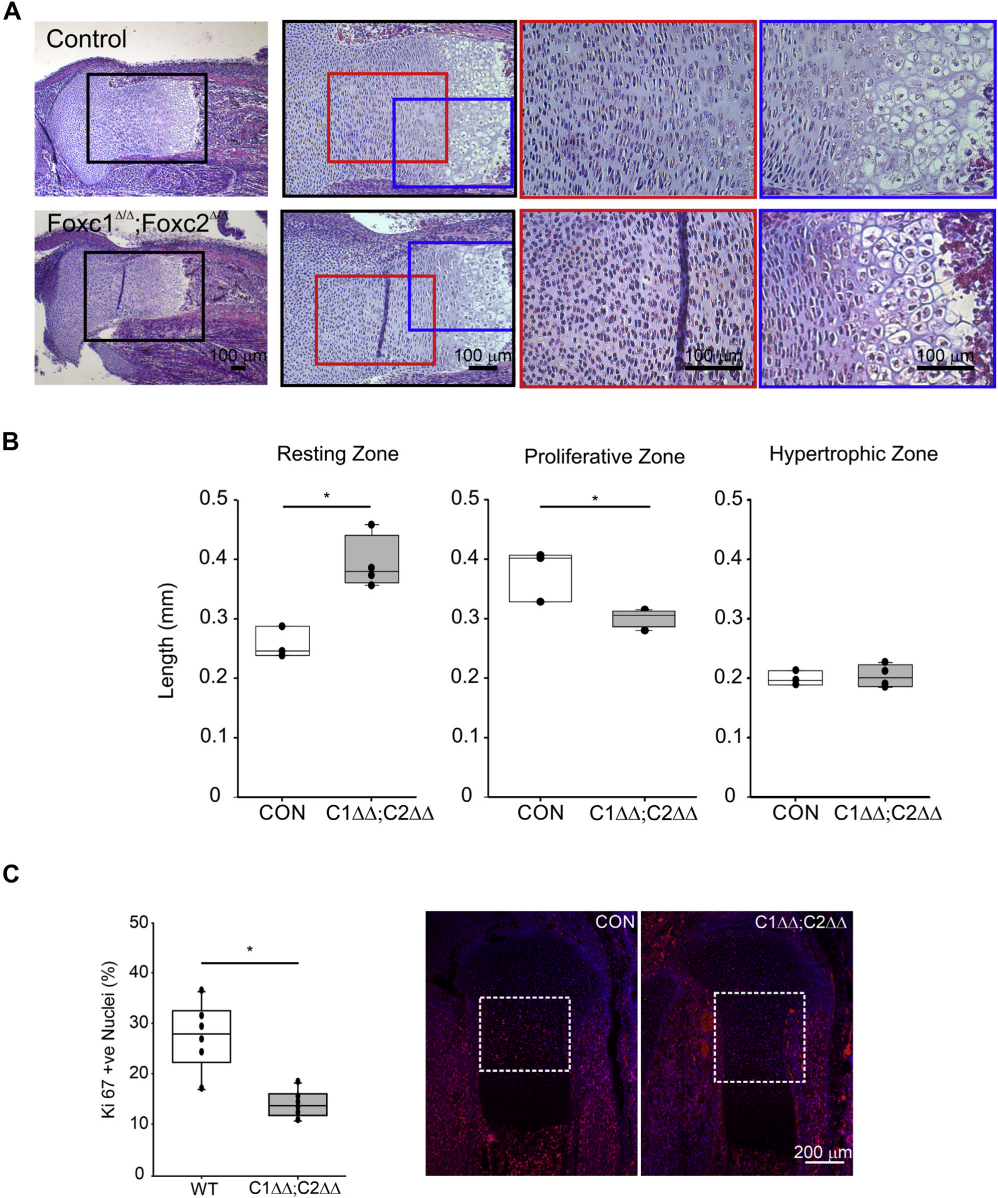
**Disrupted growth plate organization in *Col2-cre;Foxc1***^***Δ/Δ***^***;Foxc2***^***Δ/Δ***^**mutants.***A*, hematoxylin–eosin staining of the 16.5 dpc proximal tibia growth plate. Enlarged sections are depicted with colored boxes. The scale bar represents 100 μm. *B*, lengths of the resting, proliferative, and hypertrophic zone were measured in control (CON) or *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ (C1*ΔΔ*;C2*ΔΔ*) growth plate (N = 4). Data were analyzed by Student's *t* test. ∗*p*-value < 0.05. *C*, chondrocyte proliferation in control of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ was measured by Ki67 immunofluorescence. The percentage of Ki67-positive nuclei was determined from six mutant and six control tibia sections. Data were analyzed by Student's *t* test. ∗*p*-value < 0.05. The scale bar represents 200 μm. dpc, days post coitum.

### Endochondral ossification gene expression is reduced in Col2-cre;Foxc1^Δ/Δ^;Foxc2^Δ/Δ^ embryos

Given that *Foxc1* and *Foxc2* are transcription factors, it is expected that these genes exert their effects through regulation of gene expression. To further understand how *Foxc1* and *Foxc2* contribute to the formation of the skeleton, we analyzed gene expression of endochondral genes in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos. We isolated RNA from the rib cage of 16.5 dpc embryos and monitored gene expression by quantitative reverse transcriptase PCR (qRT-PCR). We chose the rib cage as a tissue source as nonskeletal tissues could be efficiently dissected away from the skeletal elements. Expression of *Foxc1* and *Foxc2* was reduced in rib cage RNA from *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 8*A*). We assayed expression of genes that act throughout all stages of endochondral ossification and found that all genes assessed had decreased expression levels when *Foxc1* and *Foxc2* were absent. For example, genes expressed early in the formation of chondrocytes (*Sox9, Sox6, and Col2a*) were reduced, and genes expressed in later chondrocyte differentiation stages such as *Ihh*, *Fgfr3*, and *ColX*, as well as genes expressed during osteoblast formation and mineralization (*Sp7, Runx2, Col1a*, and *Spp1*) were also reduced in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ rib cage RNA (Fig. 8*A*).

**Figure 8:**
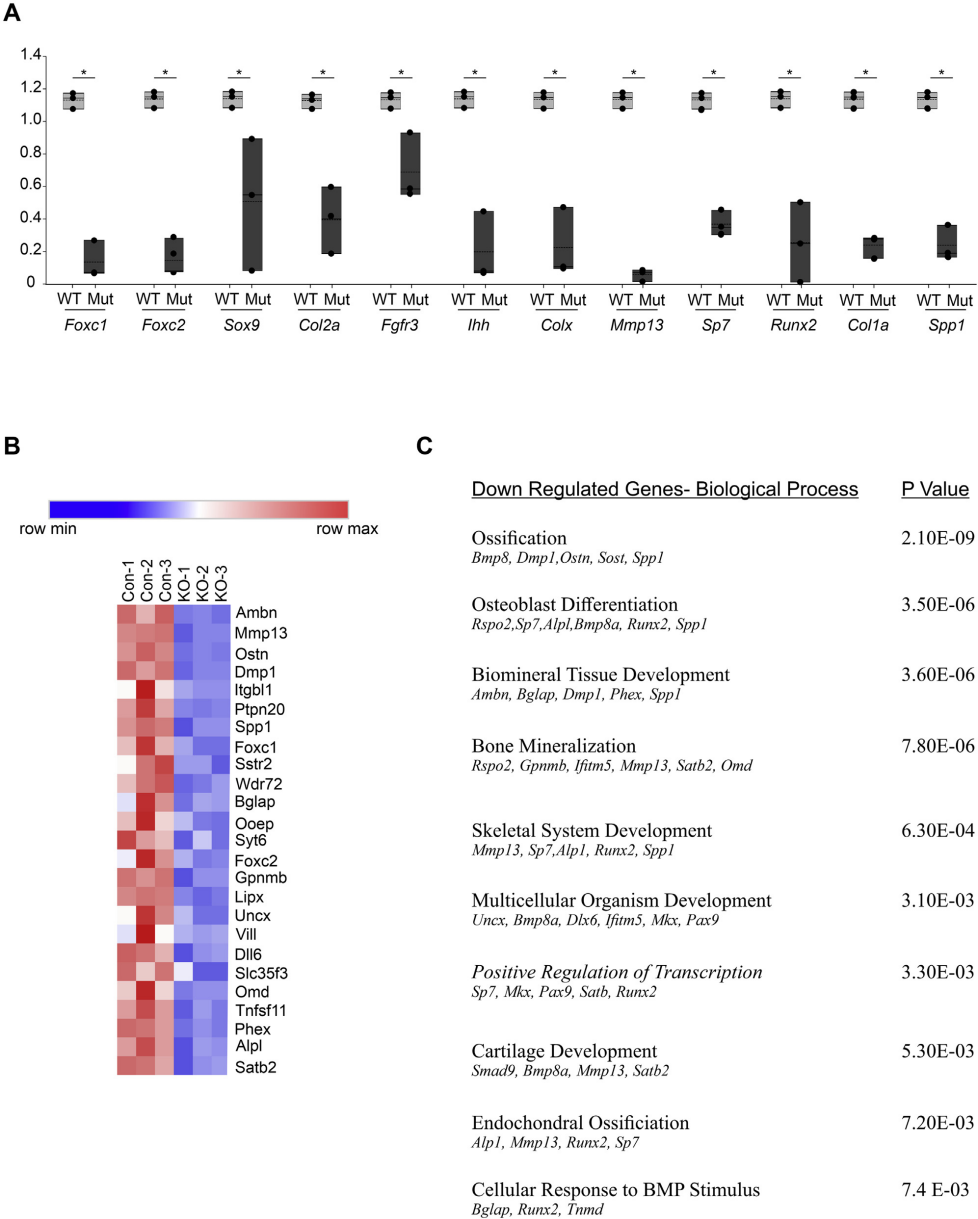
**Loss of Foxc1 and Foxc2 function in chondrocytes results in a general reduction of mRNA levels of genes expressed throughout endochondral ossification.***A*, RNA from the rib cage from three control and three *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos at 16.5 dpc was isolated and gene expression monitored by qRT-PCR. Data presented are relative expression normalized to control samples. The *bottom* and *top boundaries* of each *box* represent the 25th and 75th percentiles, respectively. The *solid bar* inside the *box* represents the median value, whereas the *dashed line* represents the mean. *Dots* indicate each data point. Statistical analysis was performed using one-way ANOVA with Holm–Sidak pairwise multiple comparisons. ∗*p*-value < 0.05. *B*, heat map of the top-25 genes downregulated in 16.5 dpc *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ rib cage RNA as determined by RNA-Seq analysis. *C*, functional annotation genes downregulated *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ mutants. dpc, days post coitum; qRT-PCR, quantitative reverse transcriptase PCR.

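RNA-Seq was performed on rib cage RNA from 6 embryos at 16.5 dpc, 3 controls (embryos E420, E434 and E435) and 3 mutants (embryos E423, E433 and E440) in which both floxed genes were deleted by the Col2-cre recombinase. The rib cage holds cartilage and forming bone, and RNA of the whole tissue was sequenced, so a level below is an average over its cells. The authors prepared stranded mRNA libraries, sequenced both ends of each fragment, aligned the reads to the mouse genome GRCm38 with HISAT2 and counted them on the exons of each gene with featureCounts. The command kept in the deposited count table shows that each end of a pair was counted on its own, that strand was not used, and that reads aligned to several places were left out. The counts of a gene that overlaps another gene or has a near-identical copy are therefore uncertain. In addition, the authors deposited expected counts per fragment from a second pipeline, STAR and RSEM.

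The counts came to 37853988 in control E420, 46935412 in control E434 and 46377841 in control E435, and to 43471870 in mutant E423, 41757936 in mutant E433 and 47794799 in mutant E440. At this depth 1 count equals between 0.0206 and 0.0254 CPM, the unit used below for a count scaled to the size of its library. From these counts, levels were scaled by edgeR's TMM method, and the 26596 genes with at least 10 counts summed over the 6 libraries were tested for a difference between mutants and controls with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The limits were those of the paper's methods, an adjusted p-value under 0.1 and a log2 fold change of at least 1 either way. With 3 embryos per group, a permutation of single values cannot give a 2-sided p-value under 0.1, so tests rest on the spread estimated across genes.

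The libraries of a group were not equally far apart. Among genes with at least 200 counts in the pair, 2 of 14625 differed by over 4-fold between controls E420 and E435, and 0 of 14755 between mutants E423 and E440. The other 13 pairs of libraries had between 92 and 766 such genes. The SD of the log2 ratio over genes was 0.153 for E420 against E435 and 0.132 for E423 against E440, and between 0.471 and 1.37 for the other pairs. On the expected counts of fragments, chi-square per gene was 5.42 and 2.27 for these close pairs, above the value of 1 that sampling noise alone would give, and all 6 libraries were kept as separate samples, as they are labelled.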

To gain a complete picture of gene expression changes in response to deletion of *Foxc1* and *Foxc2* in chondrocyte progenitors, we performed RNA-Seq from three additional samples of 16.5 rib cage RNA isolated from control and *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos. In total, we found 83 genes downregulated and 232 genes upregulated in rib cage RNA isolated from mutant embryos compared with controls (log2^foldchange^ +/- 1; *p* value <0.05; false discovery rate <0.01; Tables S1 and S2). 

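In the featureCounts counts, 8 genes were lower and 9 genes were higher in mutant embryos past both limits, and the 3 mutant libraries lay outside the range of the 3 control libraries for each of them. Over all genes tested, 2820 had an unadjusted p-value under 0.05, and in 15% of genes the groups did not overlap, where chance gives 10% for 3 embryos against 3. If each of the close pairs acts as 1 sample, chance gives 33.3% for 2 against 2, so the 15% is not evidence of a difference by itself. Among the 17 genes past both limits, the largest falls were in Ambn, Ostn, Lipc, Phex and Sgms2. Ostn (ENSMUSG00000052276.8, chromosome 16 from 27307489 to 27351212 in GRCm38) had 13.4 ± 1.28 CPM (SD, n = 3) in controls and 2.10 ± 0.558 CPM (SD, n = 3) in mutants, a log2 fold change of -2.68 (standard error 0.223, adjusted p = 0.0775 from edgeR's quasi-likelihood test). Phex (ENSMUSG00000057457.11, chromosome X from 157162075 to 157415312) had a log2 fold change of -1.68 (standard error 0.124, adjusted p = 0.0775 from the same test). Log2 fold changes were -2.05 for Lipc and -1.39 for Sgms2. Ambn had between 21 and 39 counts in the control libraries and 1 or 2 counts in the mutant libraries, so its level was at least 9.33-fold lower. The largest rises among them were in Irs4, Gabra2, B3gnt3, Mir6236 and 5430421F17Rik. Irs4 (ENSMUSG00000054667.7, chromosome X from 141710998 to 141725263) had 0.502 ± 0.266 CPM (SD, n = 3) in controls and 10.8 ± 3.41 CPM (SD, n = 3) in mutants, a log2 fold change of 4.43 (standard error 0.462, adjusted p = 0.0815 from edgeR). The log2 fold change was 2.30 for Gabra2, 1.85 for B3gnt3, 1.82 for Mir6236 and 1.71 for 5430421F17Rik. Mir6236 is annotated as a miRNA (chromosome 9 from 110281287 to 110281409), while the libraries were prepared from mRNA. Like the rRNA gene CT010467.1, it was higher in every mutant library than in every control library. Less complete mRNA selection in the mutant libraries cannot be excluded for either, so the rise of Mir6236 is not read as gene regulation.

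The number of genes depended on the test. DESeq2's Wald test on the same counts called 122 genes lower and 355 higher, and when the paper's rule was applied to both sets of counts, with DESeq2, an adjusted p-value under 0.1 in each pipeline, the same direction and the mean log2 fold change, 83 genes were lower and 233 higher. It also depended on single embryos. Without mutant E433, edgeR called 353 genes lower and 734 higher, and without E420, E435, E423 or E440 it called 0 genes, although between 1450 and 1699 genes then had an unadjusted p-value under 0.05. Table S1 and Table S2 genes differed in how alike the 3 mutant embryos were. Of the 83 genes in Table S1, 81 were lower in every mutant library than in every control library. Of the 232 genes in Table S2, 141 were higher in every mutant library than in every control library, and in the other 91 mutant E433 was not above the controls. The median log2 ratio of the Table S2 genes to their control mean was 2.29 in mutant E423, 0.52 in mutant E433 and 2.33 in mutant E440. For the Table S1 genes it was -1.35, -1.53 and -1.41.

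**Figure D1:**
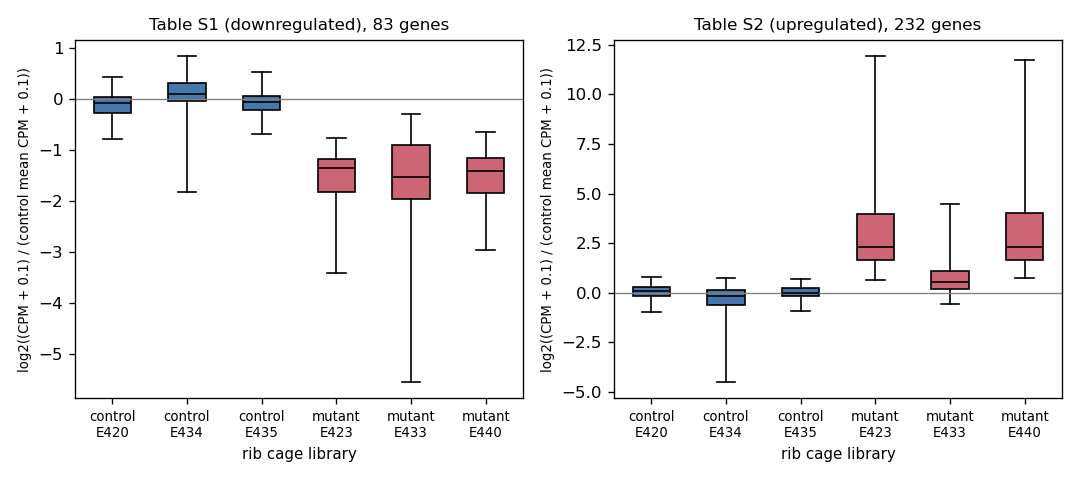
Log2 ratio of each gene of Table S1 (left) and Table S2 (right) to its control mean, after adding 0.1 CPM, in each rib cage library (controls blue, mutants red). Boxes show the median and quartiles over genes, and whiskers reach the lowest and highest gene; the Table S2 median is 0.52 in mutant E433 against 2.29 and 2.33 in mutants E423 and E440.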

The 25 genes with the greatest reduction in expression in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 8*B*) included many of the genes involved in endochondral ossification. 

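The targeted genes were read first. Foxc1 (ENSMUSG00000050295.4, chromosome 13 from 31806633 to 31812476 in GRCm38) had 23.1, 36.9 and 24.2 CPM in controls E420, E434 and E435 and 3.56, 9.60 and 3.51 CPM in mutants E423, E433 and E440. Its log2 fold change was -2.34 (standard error 0.452), and it did not pass the limit in edgeR's quasi-likelihood test (adjusted p = 0.235). Foxc2 (ENSMUSG00000046714.7, chromosome 8 from 121116171 to 121118895) had 1.98, 4.83 and 3.21 CPM in the controls and 0.649, 1.14 and 0.737 CPM in the mutants, a log2 fold change of -1.99 (standard error 0.389, adjusted p = 0.239 from the same test). Both were lower in every mutant library than in every control library, and both passed the limit with DESeq2's Wald test (adjusted p = 9.63e-07 for Foxc1 and 0.000207 for Foxc2). Across the alternatives set beforehand with all 6 libraries, the adjusted p reached 0.3 for Foxc1 and 0.252 for Foxc2.

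All 25 genes of Fig. 8B were lower in mutant embryos, and in all 25 the 3 mutant libraries lay below the 3 control libraries. Apart from Ambn, for which only a bound is given, log2 fold changes ran from -3.00 to -1.52, and the median of all 25 with Ambn at its bound was -2.06. With edgeR, 4 of the 25 had an adjusted p-value under 0.1 over all genes tested, and all 25 did when adjusted over the list alone, which is not independent evidence because the study picked these genes from the same libraries. Mmp13 had 205 ± 4.38 CPM (SD, n = 3) in controls and 25.7 ± 18.6 CPM (SD, n = 3) in mutants, a log2 fold change of -3.00. Its level was 35.1 CPM in mutant E423, 4.29 CPM in mutant E433 and 37.8 CPM in mutant E440. Dmp1 had 47.2 ± 5.70 CPM (SD, n = 3) in controls and 8.28 ± 3.89 CPM (SD, n = 3) in mutants. For Spp1 the levels were 469 ± 31.1 CPM (SD, n = 3) in controls and 90.0 ± 54.4 CPM (SD, n = 3) in mutants.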

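The 23 genes printed in Fig. 8C, among them Dmp1, Ostn, Spp1, Sp7, Runx2, Phex and Mmp13, were all lower in mutant embryos, and in all 23 the 3 mutant libraries lay below the 3 control libraries. Apart from Ambn, log2 fold changes ran from -3.00 to -1, and the median of all 23 with Ambn at its bound was -1.61. With edgeR's quasi-likelihood test 3 of the 23 had an adjusted p-value under 0.1, and DESeq2's Wald test gave one under 0.1 for all 23. The study had picked these genes as lower with DESeq2 from the same libraries. Neither their direction nor the DESeq2 result is therefore independent evidence. Runx2 (chromosome 17 from 44495987 to 44814797 in GRCm38) had 36.5 ± 7.18 CPM (SD, n = 3) in controls and 16.7 ± 2.48 CPM (SD, n = 3) in mutants, a log2 fold change of -1.13 (standard error 0.176, adjusted p = 0.155 from edgeR). Sp7 (chromosome 15 from 102356606 to 102367182) had 65.3 ± 5.15 CPM (SD, n = 3) in controls and 26.2 ± 6.62 CPM (SD, n = 3) in mutants, a log2 fold change of -1.32 (standard error 0.194, adjusted p = 0.146 from edgeR). Both falls were larger than the spread between embryos of a group. Gene ontology terms themselves were not analysed here.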

Gene ontology analysis revealed that the majority of biological functions affected in our downregulated gene set were involved in endochondral ossification, including cartilage development, osteoblast differentiation, and ossification (Fig. 8*C*). 

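The 36 genes printed in Table S3 were all higher in mutant embryos, with log2 fold changes from 1.03 upward. In 23 of the 36 every mutant library lay above every control library, and 3 had an adjusted p-value under 0.1 with edgeR's quasi-likelihood test. Among the 23 are Flg and Lce1a1, whose separation in mutant E433 rests on very few counts. Flg had 5 counts there against at most 4 in a control, and Lce1a1 had 2 against at most 2. The genes of lipid metabolism and those of the epidermis differed in how the 3 mutant embryos behaved. Adipoq (ENSMUSG00000022878.5, chromosome 16 from 23146536 to 23158028 in GRCm38), which encodes a protein secreted by fat cells, had between 0.0882 and 0.458 CPM in the controls and 50.3, 7.19 and 53.2 CPM in mutants E423, E433 and E440, a log2 fold change of 6.91 (standard error 0.996, adjusted p = 0.146 from edgeR). Pparg had 5.62 ± 0.270 CPM (SD, n = 3) in controls and 22.8, 11.6 and 24.9 CPM in these mutants. For Hnf4a, which had at most 3 counts in each control library, the rise was led by mutant E433, with 6, 79 and 20 counts in the 3 mutants.

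The cornified envelope genes rose in 2 of the 3 mutants. Flg, which encodes filaggrin (chromosome 3 from 93273523 to 93293686), had 4, 0 and 1 counts in the controls, 22712 counts in mutant E423, 5 counts in mutant E433 and 22215 counts in mutant E440. Lce1a1 had 9820, 2 and 11203 counts in the 3 mutants and at most 2 counts in each control. Over Crct1, Lce1a1, Lce1a2, Lce1b, Sprr2d, Flg, Lce1f and Lce1h together, the level was 1312 CPM in mutant E423 and 1265 CPM in mutant E440, against 7.91 CPM in mutant E433 and 0.221 to 9.89 CPM in the controls. The Lce1 genes are alike in sequence, and reads shared between them were not counted. The other 28 genes of Table S3 had a median log2 ratio to the control mean of 2.00 in mutant E423, 0.89 in mutant E433 and 2.08 in mutant E440.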

Functional classification of the genes present in the upregulated dataset were enriched with those involved in lipid metabolic processes, fatty acid metabolism, and epidermis development (Table S3). Together, data from these gene expression analyses suggest that loss of *Foxc1* and *Foxc2* function in *Col2-cre*–expressing cells affected many stages of chondrocyte and osteoblast differentiation during the endochondral ossification processes.

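Lists of marker genes for the stages of endochondral ossification were set before the counts were examined but after Tables S1 and S2 were read, and were tested with limma's camera, with adjustment over the 18 lists written. The early chondrocyte list of 13 genes, which holds Sox9, Sox6 and Col2a1, had a median log2 fold change of -1.34 (camera adjusted p = 0.025). Its level varied within both groups. The median log2 ratio to the control mean was -1.27, 2.69 and -1.33 in controls E420, E434 and E435 and -2.58, 1.01 and -2.55 in mutants E423, E433 and E440, and without control E434 the median log2 fold change was 1.03, in the other direction. Col2a1 itself had 630.5, 14430 and 582 CPM in the controls and 177, 4926 and 162 CPM in the mutants, a log2 fold change of -1.57 with a standard error of 1.76. The prehypertrophic list of 8 genes had a median of -0.33 (camera adjusted p = 0.24), which was 0.13 without control E434.

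The hypertrophic chondrocyte list of 9 genes had a median of -1.13 (camera adjusted p = 9.2e-05), and the osteoblast and osteocyte list of 16 genes a median of -1.23 (camera adjusted p = 2.4e-13). The level of each of these 2 lists was lower in all 3 mutants than in all 3 controls. The lists share 4 genes, so they are not separate results. Of the 9 hypertrophic genes 7 were lower and 2 higher. The hypertrophic marker Col10a1 had 114, 559 and 113 CPM in controls E420, E434 and E435. In mutants E423, E433 and E440 it had 75.6, 126 and 73.6 CPM, so its groups overlapped. Some of their genes had been picked by the study from these libraries. Without the genes of Tables S1 and S2, the median was -0.33 for the 5 hypertrophic genes left (adjusted p = 0.18) and -0.63 for the 6 osteoblast and osteocyte genes left (adjusted p = 0.0041). With fry in place of camera, the hypertrophic (adjusted p = 0.048) and the osteoblast and osteocyte (adjusted p = 0.04) lists passed the threshold of 0.05, and the early chondrocyte list did not (adjusted p = 0.52). With camera's estimated correlation between genes, 0 of the 18 lists passed. When the 6 libraries were split into 3 and 3 in the 9 other ways, camera at its preset correlation still put 5 to 10 of the 18 lists past the threshold, and fry put 0, so the camera p-values overstate the evidence.

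In the RNA-Seq libraries, the 13 genes of the qRT-PCR panel (Fig. 8A), which was run on other embryos, all had log2 fold changes below 0. In 7 of them the groups did not overlap, and 7 had an unadjusted p-value under 0.05 in edgeR's test. None passed the limit over all genes, with adjusted p-values from edgeR between 0.146 and 0.996, while 7 of the 13 had an adjusted p-value under 0.1 with DESeq2's Wald test. Sox6 (-0.01), Sox9 (-0.41) and Fgfr3 (-0.47) had the log2 fold changes nearest 0, each smaller than the spread between embryos of a group, and these genes, Col2a1 and Ihh rose when control E434 was left out. From the qRT-PCR and RNA-Seq results together, the paper proposes that loss of both genes in Col2-cre-expressing cells acted on many stages of chondrocyte and osteoblast differentiation.

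**Figure D2:**
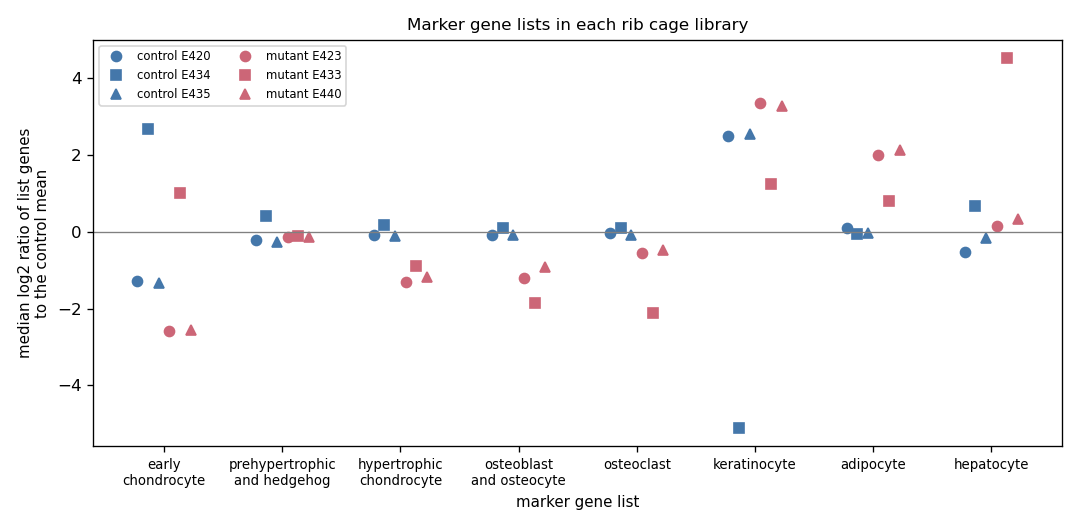
Median log2 ratio of the genes of 8 marker lists to the control mean in each rib cage library, with controls in blue and mutants in red. The osteoblast and osteocyte list lies at -1.21, -1.86 and -0.91 in mutants E423, E433 and E440 with the controls near 0, and the early chondrocyte list ranges from -1.33 to 2.69 among the controls.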

Next, we examined the expression of chondrocyte differentiation genes in formation of the growth plate of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos in more detail. We found that the localization of SOX9 and SOX6 protein was unaffected in the tibia growth plate. These proteins were found throughout the resting zone and proliferative zone in the proximal tibia at 16.5 dpc (Fig. 9, *A* and *B*). Expression of *Fgfr3* was detected in the proliferative zone of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 9*C*) The extent of this expression domain appeared reduced in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos, likely because of the reduced size of the proliferating zone (Fig. 7). RUNX2 protein localized to the prehypertrophic chondrocytes of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 9*D*), and *Ihh* mRNA was also expressed in this region, but expression intensity was reduced (Fig 9*E*). Localization of COLX protein in hypertrophic chondrocytes was also altered in the tibia growth plate of *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos at 16.5 dpc. Although the protein was present, its localization zone was expanded into the primary ossification in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos (Fig. 9, *F* and *H*). MMP13 protein was also localized correctly to the hypertrophic chondrocytes at the osteochondral interface. Together, these expression patterns suggest that in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos, chondrocytes are able to correctly form and progress through their differentiation processes; however, this progression is altered as evidenced by expanded COLX protein.

**Figure 9:**
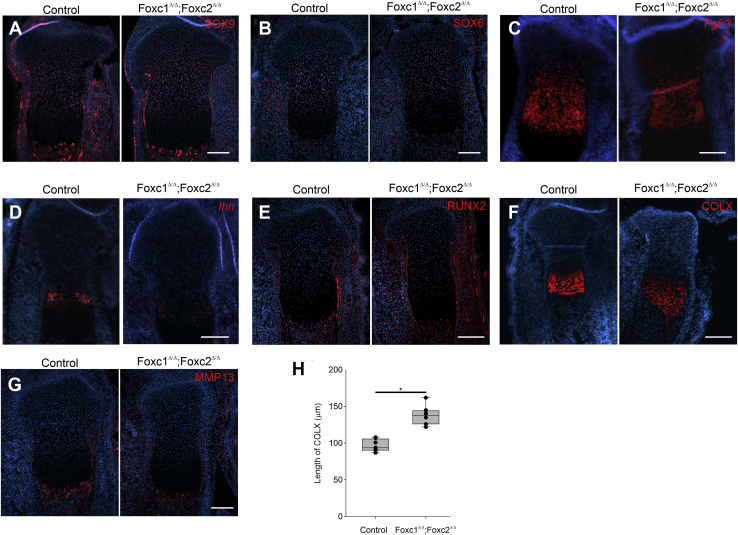
**Altered chondrocyte differentiation in Col2-cre;Foxc1D/D;Foxc2D/D embryos.** Gene expression pattern markers of chondrocyte differentiation were monitored in the proximal tibia growth plate at 16.5 dpc in control or *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos. *A*, SOX9 immunofluorescence (IF), (*B*) SOX6 IF, (*C*) *Fgfr3 in situ* hybridization, (*D*) *Ihh* ISH, (*E*) runt related transcription factor 2 IF, (*F*) COLX IF, and (*G*) MMP13 IF. The scale bar represents 200 μm. *H*, length of COLX positive cells in control *versus Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ growth plates. The length of COLX expression regions was determined from six mutant and six control tibia sections. Data were analyzed by Student's *t* test. ∗*p*-value < 0.05. *ColX*, collagen, type X, alpha 1; dpc, days post coitum; IHH, Indian hedgehog; *Mmp13*, matrix metallopeptidase 13; *Sox6*, SRY (sex-determining region Y)-box 6; *SOX9*, SRY (sex-determining region Y)-box 9.

Finally, we assessed the effect of loss of *Foxc1* and *Foxc2* function in the *Col2-cre*–expressing cells on the ossification process. Von Kossa staining in the 16.5 dpc tibia indicated that ossification occurred in the periosteum and osteochondral interface; however, large areas of the bone marrow space were unmineralized (Fig. 10, *A*, *A*′, *B*, and *B*′). We next examined whether osteoblast formation occurred correctly in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos by monitoring osterix (OSX) and osteopontin (OPN) protein localization. In 16.5 dpc tibias, OSX- and OPN-positive cells were found in the osteochondral interface and in the primary ossification center (Fig. 10, *C* and *D*), indicating that osteoblasts formed in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos. Osteoblasts containing COL1a protein were detected at the osteochondral interface, the primary ossification center, the periosteum, and groove of Ranvier in both control and *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos, which further indicated that osteoblast could form in the mutant bones (Fig. 10, *E* and *F*). Vascular endothelial growth factor A (VEGFA) protein localization was present but reduced in the hypertrophic chondrocytes in Col2-cre;Foxc1^Δ/Δ^;Foxc2^Δ/Δ^ embryos (Fig. 10, *G* and *H*). Together, these findings indicate that although endochondral bone formation and mineralization is abnormal in Col2-cre;Foxc1^Δ/Δ^;Foxc2^Δ/Δ^ embryos, the molecular processes that regulate this bone formation do occur in Col2-cre;Foxc1^Δ/Δ^;Foxc2^Δ/Δ^ embryos albeit in a disrupted manner.

**Figure 10:**
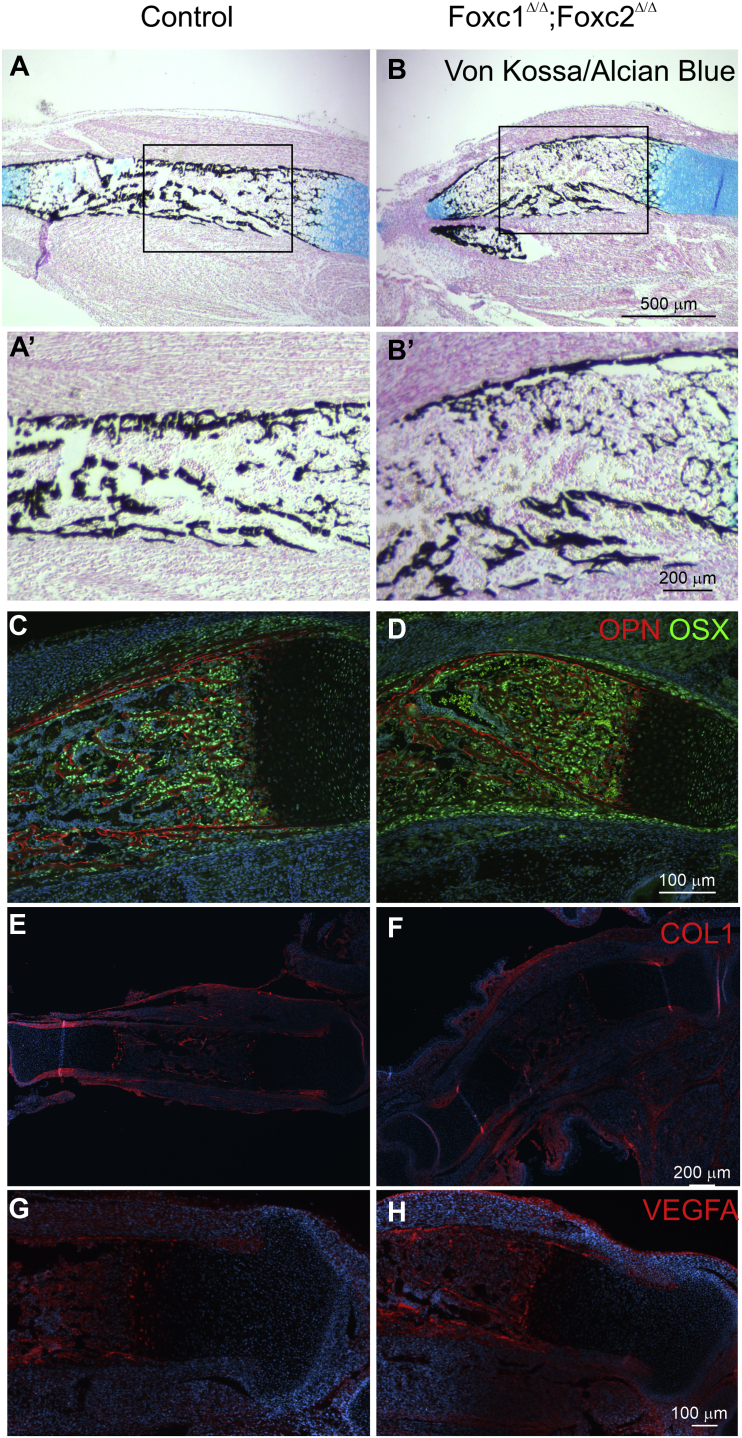
**Impaired mineralization in *Col2-cre;Foxc1***^***Δ/Δ***^***;Foxc2***^***Δ/Δ***^**mutants.***A*, *A′*, *B*, and *B′*, mineralization in the primary ossification center of control and *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos determined by Von Kossa staining. *C* and *D*, levels of osteopontin (*red*) and osterix protein (*E* and *F*), collagen I and MMP13 localization, and (*G* and *H*) VEGFA localization. *Mmp13*, matrix metallopeptidase 13.

## Discussion

*Foxc1* and *Foxc2* are required for normal skeletal development. We demonstrate that *Foxc1* and *Foxc2* are important regulators of chondrocyte formation and function required during endochondral ossification. *Foxc1* expression, but not *Foxc2*, is directly regulated by SOX9 activity. Enforced expression of *Foxc1* promoted the chondrocytic differentiation of mouse ES cells. Together, these results indicate that *Foxc1* acts early in the formation of chondrogenic cells. This idea is further illustrated given that expression of *Foxc1* in the developing growth plate was enriched in the resting zone chondrocytes, with less mRNA detected in more differentiated cells. Loss of both *Foxc1* and *Foxc2* function in early Col2-expressing chondrocytes resulted in a disruption of endochondral ossification, leading to severe skeletal hypoplasia.

Little is known about the mechanisms that regulate *Foxc1* and *Foxc2* gene expression in the developing endochondral skeleton. We provide evidence that SOX9 can directly regulate expression of *Foxc1* in chondrocyte cells. Overexpression of *Sox9* in mES cells was sufficient to induce *Foxc1* mRNA. SOX9 binding to four distal regulatory regions in the Foxc1 gene had been suggested from ChIP-seq studies (29). We confirmed SOX9 association with regulatory elements in the *Foxc1* gene and ascribed functional activity to these regions. Although SOX9 was able to bind to all four elements, only one element (distal C) elicited a transcription response to SOX9 in ATDC5 chondrocyte cells. A second region (distal B) did confer increased reporter activity in ATDC5, suggesting it contains regulatory information to activate Foxc1 expression in chondrocyte cells; however, its activity is likely independent of SOX9 as its activity was unaffected by SOX9 levels. Recently, expression of *FOXC1* mRNA in human breast cancer cells was controlled by SOX9 (34). Regulation of *Foxc1* by SOX9 is further supported by the reduction of *Foxc1* expression levels in the limbs of *Sox9*-deficient embryos (17). This study also reported a decrease in *Foxc2* mRNA in *Sox9* mutant mice, although we did not detect any induction of *Foxc2* expression using Sox9-inducible mES cells. It should be noted that these cells were not differentiated toward the chondrocyte lineage, and therefore, it is possible that SOX9 might regulate *Foxc2* expression in a tissue-specific context. *Foxc1* activation by SOX9 suggests a role for *Foxc1* function in the early stages of chondrocyte differentiation. We observed that *Foxc1* expression is spatially enriched in resting zone chondrocytes compared with proliferating and hypertrophic zone chondrocytes that represent later differentiation stages. In addition, overexpression of *Foxc1* in mES cells led to an increased chondrocyte differentiation capacity, suggesting this early increase in Foxc1 levels promoted cells to the chondrocyte fate.

We also demonstrate the comparative expression patterns of *Foxc1* and *Foxc2* in the developing mouse limb. We determined that *Foxc1* and *Foxc2* have some overlapping as well as distinct expression patterns in the growing limb. Expression of Foxc1 and Foxc2 was readily detected in early condensing mesenchyme in the limb bud, and expression became restricted to the perichondrium surrounding the growth plate and in the resting zone chondrocytes later in as endochondral ossification proceeded. Together, these findings indicate a role for Foxc1 and Foxc2 in the initial formation of chondrocytes in the nascent skeletal element. These findings are consistent with our observation in Figure 1*B*, whereby activation of Foxc1 expression enhances chondrogenic gene expression in mES cells. Although much of the overall expression pattern in these regions for *Foxc1* and *Foxc2* was similar, there were areas where only *Foxc1* or *Foxc2* expression could be detected, suggesting these factors may not have completely overlapping functions. Very few *Foxc1*- or *Foxc2*-expressing cells could be observed in the proliferating zone, prehypertrophic and hypertrophic chondrocytes at 16.5 dpc. This expression pattern suggests that the chondrodysplasia that we observed in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ mutants arose from either an indirect effect of *Foxc1* and *Foxc2* acting in the perichondrium to regulate chondrogenesis or as a consequence of loss of *Foxc1* and *Foxc2* function at an early stage of chondrocyte differentiation that disrupts cell function throughout later stages of development. We did detect *Foxc1* expression in a subset of cells lying between the perichondrium and the proliferating chondrocytes, suggesting that *Foxc1* may be expressed in borderline chondrocytes that supply skeletal stem cells later in life (35). Spatially, we observed increased Foxc1 and Foxc2 hybridization signals in distal skeletal elements compared with proximal ones. This expression pattern may reflect a role for Foxc1 and Foxc2 in the proximal–distal patterning of the limb. In addition, as endochondral ossification in the limb proceeds in a proximal to distal manner, this expression pattern may reflect a role for Foxc1 and Foxc2 in the early stages in the formation of skeletal elements and expression decreases as the element matures.

Global KO of either *Foxc1* or *Foxc2* results in a number of skeletal phenotypes in mice (19, 20, 22). These mutations predominantly affect the axial skeleton, although the bones of the appendicular skeleton do display a modest reduction in size. Loss of both *Foxc1* and *Foxc2* in *Col2-cre*-expressing cells results in a more severe disruption to the endochondral skeleton than loss of either *Foxc1* or *Foxc2* alone. We observe a general disorganization of the growth plate that affects endochondral ossification processes as indicated by the broad reduction in gene expression of regulators of these events. We reported a reduction in gene expression affecting all stages of chondrocyte differentiation and function as well as genes involved in osteoblast formation and mineralization. The growth plate of the tibia was disorganized in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ mutants, and the columnar arrangement of the proliferative chondrocytes did not form, resulting in decreased cell proliferation that likely accounts for the reduced bone size. We did observe a reduction in *Ihh* mRNA levels, which likely accounts for the impaired proliferation observed in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ mutants. Chondroprogenitor cells lacking *Sox9* display a reduction in the length of the columnar chondrocyte zone and a reduced cell proliferation (15). Moreover, Sox6 function is required to maintain columnar organization of proliferative zone chondrocytes (12). We observe similar phenotypes in *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ embryos although SOX9 and SOX6 protein levels were unaffected, suggesting that *Foxc1* and *Foxc2* may function in common aspects of *Sox9*/*Sox6*-dependent chondrogenic processes.

We did observe some differences in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ mutants compared with global *Foxc1* or *Foxc2* gene mutations. Germline deletion of *Foxc2* results in fused ribs (20). The number and positioning of the ribs was not affected in our mutants, suggesting a role for *Foxc2* in rib patterning and specification that occurs before rib chondrocyte formation. The sternum does not fully mineralize in *Foxc1*^*−*/*−*^ mice and completely lacks ossification of the xiphoid process (19). In the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ mutants, the rib cage is reduced in size, but mineralization along the sternum appears unaffected. This difference in phenotype may arise from a less-efficient Cre activity in cells that form the sternum, or a portion of these cells that make up this structure arise from cells that do not express *Col2a*. COLX and MMP13 protein levels were also markedly reduced in germline *Foxc1*^*−/−*^ mutants (21), whereas COLX expression was expanded in the *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ mutants and MMP13 levels were not affected. These observed phenotype differences may reflect a function for *Foxc1* and *Foxc2* in progenitor cells before the onset of *Col2a* expression or in cells that do not express *Col2a* and thus did not delete Foxc1 and Foxc2.

The combined loss of both *Foxc1* and *Foxc2* in Col2a-expressing cells resulted in delayed endochondral ossification events in both the appendicular and axial skeleton. These disruptions were more pronounced in the axial skeleton. There are a number of reasons to account for such observations. First, Col2-cre is detected in the sclerotome of the somites before these cells migrating to and condensing at sites of future vertebral bone formation (36). In contrast, Col2-cre activity is not detected in the limbs until mesenchyme cells have migrated and condensed where the future bones will develop. This suggests that Foxc1 and Foxc2 are deleted at an earlier stage of vertebral bone formation that may prevent formation of adequate numbers of sclerotome cells needed to form the axial skeleton. Second, this disruption may reflect a difference in the chondrogenesis process occurring in the axial skeleton compared with the appendicular skeleton. In the sclerotome, cells must first receive Sonic Hedgehog signal from the notochord to initiate chondrogenesis, whereas such a signaling is not required in the limb skeleton (37, 38). It is possible that *Foxc1* and *Foxc2* may function in processing this Sonic Hedgehog signal needed for chondrogenesis in the sclerotome. Third, additional transcription factors present in the limb skeleton may compensate for loss of *Foxc1* and *Foxc2*, and such compensation does not occur in the axial skeleton. Experiments to address such mechanisms are being pursued in our laboratory.

In conclusion, *Foxc1* and *Foxc2* functions in chondrocytes are required for correct endochondral ossification events to occur. Loss of *Foxc1* and *Foxc2* function in Col2-cre–expressing cells results in skeletal dysplasia and disrupts skeletal mineralization. The expression patterns for these factors in the growth plate suggest they act at early stages of chondrogenesis and their loss of function impacts later chondrogenic differentiation stages. Chondrocytes do form in the absence of *Foxc1* and *Foxc2*, but they are unable to correctly differentiate, resulting in a disorganized growth plate, reduced chondrocyte proliferation, and delays in chondrocyte hypertrophy. Such disruptions have the overall effect of preventing correct ossification of the endochondral skeleton.

## Experimental procedures

### Cell culture and *in vitro* differentiation

mES cells containing an inducible Sox9 or Foxc1 expression cassette (27, 30) were obtained from either the Coriell Institute (Sox9) or Dr Minoru Ko (Foxc1). mES cells were cultured in Dulbecco's modified Eagle's medium (DMEM) (MilliporeSigma) containing 15% fetal bovine serum (FBS; Gibco), 1% L-glutamine (Life Technologies), 1 mM β-mercaptoethanol (MilliporeSigma), 0.1 mM nonessential amino acids (Life Technologies), 1000 units/ml leukemia inhibitory factor (MilliporeSigma), 1% Penicillin/Streptomycin (Life Technologies), and 1 μg/ml DOX. To induce gene expression, cells were repeatedly washed with PBS before replacement with DOX-free media.

ATDC5 cells were purchased from European Collection of Authenticated Cell Cultures and cultured in DMEM:F12 containing 5% FBS. Mutagenesis of the Foxc1 gene was achieved by using Alt-R CRISPR–Cas9 system (Integrated DNA Technologies [IDT]) using a predesigned gRNA (5′-CAACATCATGACGTCGCTGC-3′) that targeted the second helix of the FOXC1 FOX DNA-binding domain. Ribonucleoprotein complexes were transfected into ATDC5 cells using RNAiMAX. Two days after transfection, cells were then plated as a single cell per well in a 96-well plate by diluting cells to approximately 80 cells/ml, and 100 μl cell solution was added to each well. Single cells were then expanded to larger culture volumes and were screened for a reduction in Foxc1 protein levels by immunoblotting with anti Foxc1 antibodies (OriGene), followed by sequencing of the Foxc1 ORF. Two cell lines were selected (crFOXC1-1 and crFOXC1-8) and used for subsequent functional studies. Both lines displayed similar properties in chondrocyte differentiation experiments, but results from a single line (crFOXC1-1) are reported here.

### RNA isolation and qRT-PCR

RNA was isolated from cell cultures and tissues using the RNeasy mini kit (Qiagen) following the manufacturer's protocol. All lysates were homogenized using QIAshredder (Qiagen). Tissue lysates were first disrupted with a microcentrifuge pestle before passing through a QIAshredder. RNA (500 ng) was then reverse-transcribed to cDNAs using the QuantiTect reverse transcription kit (Qiagen). qRT-PCR analysis was performed as described previously (39, 40). All qRT-PCR experiments were performed with at least three biological replicates, and each contained three technical replicates. Primers used for analysis were obtained as predesigned PrimeTime qPCR Primer Assays (IDT).

### ChIP assays

ChIP assays were performed as described previously (41) with the following modifications. Chromatin from ATDC5 cells sheared in ice using Branson Sonifier (ten cycles at 30% amplitude for 30 s with a 60-s rest). Cross-linked chromatin extracts were incubated overnight with 2-μg anti-SOX9 antibody (Millipore), acetylated histone H3 (Millipore), or rabbit IgG. Amplification of recovered chromatin was performed by PCR using the following primers. Col2a intron 1 forward primer (5′-TGA AAC CCT GCC CGT ATT TAT T -3′) and reverse primer (5′-GCC TTG CCT CTC ATG AAT GG-3′). Foxc1 distal A forward primer (5′-GCC CTG AAT CCA GAA ACT TG -3′) and reverse primer (5′-GCG AAT TCA TAT GGT TTT TCC -3′). Foxc1 distal B forward primer (5′-GGCCATCATGTCTAGGGGAA -3′) and reverse primer (5′-GTTGCTCTGAACTTGGGGTG -3′). Foxc1 distal C forward primer (5′-TGT GAA ATC GCC TGT GAG AG-3′) and reverse primer (5′-CCC CAT ATC CTC TTT GAG AGC-3′). Foxc1 distal D forward primer (5′TGT CAG GAG AAC TGC TGT AAG AA-3′) and reverse primer (5′-CTC TAG GCT GAC CAC GCT GT-3′).

### Reporter cloning and luciferase assays

DNA fragments corresponding to mouse Foxc1 regulatory regions distal A (mm10 chr13:31,764,541-31,764,717), distal B (mm10 chr13:31,765,465-31,765,623), distal C (mm10 chr13:31,779,560-31,779,803), and distal D (mm10 chr13:31,820,626-31,820,791) were synthesized as gBlock fragments (IDT) and cloned into the EcoRV site of pGL4.23-luc2/minP vector (Promega) using Gibson Assembly. Plasmids containing the correct regulatory sequence were confirmed by sequencing. Dual luciferase reporter assays (Promega) were performed as described previously (40).

### Chondrocyte-differentiation procedures

For chondrocyte-differentiation experiments, mES cells were grown in DOX-free media for 2 days before induction of a chondrocyte differentiation protocol as described in ref ((31)). Briefly, mES cells were grown as hanging drops (2500 cells/drop) to form embryoid bodies (EBs). After 2 days, EBs were pooled (24 EBs per 60-mm bacterial grade Petri dish) and grown in suspension culture containing 0.1 μM *trans*-retinoic acid. Media were replaced after 3 days with retinoic acid–free media and cultured for an additional 3 days. EBs were then transferred to gelatin-coated, tissue culture–grade, 60-mm plates containing low serum media (1% FBS) and transforming growth factor beta 3 (10 ng/ml) until differentiation was complete (21 days). RNA was isolated from 24 hanging drops/EB, and experiments were performed three times. Chondrocyte differentiation of ATDC5 cells was initiated by supplementing cell culture media with 1x insulin, transferrin, and selenium supplement (Cellgro). Differentiation media were replenished every 2 to 3 days.

### Mouse models

All research using mouse models was approved by the University of Alberta Animal Care and Use Committee (AUP804). *Col2-cre* mice (32) were kindly provided by Dr René St-Arnaud (Shriners Hospital for Children, Montreal). The ROSA26^mTmG^ mice (B6.129(Cg)-Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo/J^) were purchased from the Jackson Laboratory. Foxc1^fl/fl^;Foxc2^fl/fl^ mice (33) were crossed with *Col2-cre*^*+/−*^ mice to generate *Col2-cre*^*+/−*^*;*Foxc1^+/Δ^;Foxc2^+/Δ^ offspring. Timed pregnancies were conducted by crossing male *Col2-cre*^*+/−*^*;*Foxc1^+/Δ^;Foxc2^+/Δ^ mice to female *Foxc1*^*fl/fl*^*;Foxc2*^*fl/f*l^ mice. Mice were maintained on mixed background C57B6 (Col2-cre), and Black Swiss (*Foxc1*^*fl/fl*^*;Foxc2*^*fl/fl*^) crosses were set up in the afternoons, and vaginal plugs were monitored in the morning, with noon of the day that a positive plug was detected, designated as 0.5 dpc. All comparisons were made between littermates. Weaned mice were genotyped using ear notch biopsies, while embryos were genotyped using skin DNA. Genotyping was performed using the KAPA mouse genotyping kit (MilliporeSigma). The following primer pairs were used: Foxc1 (forward 5′-ATTTTTTTTCCCCCTACAGCG-3′; reverse 5′-ATCTGTTA GTATCTCCGGGTA-3′), Foxc2 (forward 5′-CTCCTTTGCGTTTCCAGTGA-3′; reverse 5′-ATTGGTCCTTCGTCT TCGCT-3′), and Col2-cre (forward 5′-GCCTGCATTACCGGTCGATGCAACGA-3′; reverse 5′-GTGGCAGATGGCGCGGCAACACCATT-3′).

### Skeletal preps and analysis

Skeletons from embryos collected at 18.5 dpc were stained with Alizarin Red and Alcian Blue as described in (42). Images were captured with an Olympus E520 digital camera.

### *In situ* hybridization

Embryos were collected at the desired stage and fixed in 4% paraformaldehyde overnight at 4 °C. Tissues were washed in PBS overnight before embedding in paraffin. Sections (7 um) were collected onto Superfrost slides (Fisher Scientific). *In situ* hybridization was performed using the RNAscope multiplex *in situ* hybridization kit (Advanced Cell Diagnostics). The following RNAscope (Advanced Cell Diagnostic) probes were used: Foxc1 (412851-C2, lot 19155B), Foxc2 (406011, lot 18289A), Fgfr3 (440771, lot 18289A), and negative control probe (310043; lot 18197A). *In situ* hybridization experiments were performed using four different littermate pairs (mutant and control).

### Immunofluorescence

The following antibodies were used for immunofluorescence microscopy: COL IIa (Abcam, ab185430, lot GR3320839, 1:100); COLX (Abcam, ab5832, lot GR3210868-2, 1:50); COL I (Abcam, ab88147; GR3225500-1, 1:100); MMP13 (Abcam, ab39012, lot GR157414-15 1:100); RUNX2 (Abcam, ab76956, lot, 1:200) SOX6 (Abcam, ab30455, lot GR3174880-1, 1:1000); VEGFA (Abcam, ab1316, lot GR3200812. 1:100), SOX9 (MilliporeSigma, AB55535, lot 3282152, 1:200); OPN (SCBT, sc22536-R, lot C2307, 1:100); OSX (SCBT, sc21742, lot D2908, 1:100); Ki67 (Bethyl, IHC00075, 1:100). Antibodies against GFP were a generous gift from Dr Luc Berthiaume (University of Alberta) and were used at a dilution of 1:500.

Paraffin sections were collected as described for *in situ* hybridization procedures. Slides were baked at 70 °C for 1 h followed by rehydration through xylene and graded ethanol series. For SOX9, SOX6, OSX, OPN, KI67, RUNX2, and GFP antibodies, antigen retrieval was conducted by boiling slides in citrate buffer (10 mM trisodium citrate, pH 6.0; 0.05% Tween 20) for 20 min. For COL1, COL2a, COLX, MMP13, and VEGFA antibodies, sections were incubated in hyaluronidase. After antigen retrieval, slides were blocked in 5% donkey serum in PBS with 0.05% Triton X-100 for 1 h followed by incubation with the primary antibody overnight at 4 °C. Slides were washed in PBS with 0.05% Triton X-100 before incubation in secondary antibodies for 1 h at room temperature, followed by staining with DAPI and mounted with coverslips using ProLong Gold. Immunofluorescence experiments were performed using six different littermate pairs (mutant and control).

### RNA-Seq

RNA was isolated from the ribs of three control and three *Col2-cre;Foxc1*^*Δ/Δ*^*;Foxc2*^*Δ/Δ*^ 16.5 dpc embryos as described above. RNA sample quality control was performed using the Agilent 2100 Bioanalyzer. Samples with RNA integrity number >8 were used for library preparation following the standard protocol for the NEBNext Ultra II Stranded mRNA (New England Biolabs). Library construction and sequences was carried out at the Biomedical Research Centre Sequencing Facility (University of British Columbia, Canada). Sequencing was performed on the Illumina NextSeq 500 with Paired End 42 bp × 42 bp reads. Demultiplexed read sequences were then aligned to the reference sequence using STAR (https://www.ncbi.nlm.nih.gov/pubmed/23104886) aligners. Two different pipelines, HISAT2-featureCounts-DESeq2 and STAR-RSEM-DESeq2, were used for the downstream analysis through an inhouse script. For both the pipelines, mouse reference genome GRCm38 was downloaded from the NCBI (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/) while gene annotation was downloaded from GENCODE (https://www.gencodegenes.org/mouse/). Briefly, read alignment was performed using both HISAT2 (https://pubmed.ncbi.nlm.nih.gov/25751142/) and STAR (https://www.ncbi.nlm.nih.gov/pubmed/23104886). Quantification using featureCounts (https://pubmed.ncbi.nlm.nih.gov/24227677/) and RSEM (https://pubmed.ncbi.nlm.nih.gov/21816040/) while differential expression analysis was performed using DESeq2 (https://pubmed.ncbi.nlm.nih.gov/25516281/) for both. The final output was a list of genes with significant *p*-value (<0.05) after correction for multiple testing with a false discovery rate of less than 0.1. A combined list was obtained by averaging the genes with a filtered log2 fold change ±1. 

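The authors' deposited table for the HISAT2-featureCounts pipeline lists 912 genes and the one for the STAR-RSEM pipeline 698 genes, with adjusted p-values up to 0.1 and 0.0999. The authors' deposited tables share 572 genes, and all 572 have the same direction in both. Of these shared genes, 83 have a mean log2 fold change of -1 or lower and 232 of 1 or higher in the authors' deposited tables. With an adjusted p-value under 0.01 in both, 42 and 83 of them are left. When DESeq2 was run here on the deposited counts of both pipelines, the same rule gave 83 lower and 233 higher genes, and 290 of these 316 genes are in Tables S1 and S2.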

Only common genes with consistent differential expression log2 fold change values between both the pipelines were included in the list, whereas the inconsistent ones were excluded. 

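Across genes, log2(count + 1) from featureCounts and from RSEM gave a Pearson correlation between 0.930 and 0.933 and a Spearman correlation between 0.918 and 0.920 in the 6 libraries, over 28811 to 29829 genes with a count in either pipeline. Genes are not independent replicates, so no p-value is given. Among genes with at least 10 counts in both pipelines the Pearson correlation was between 0.943 and 0.950. The total of featureCounts was 1.95 to 1.96 times that of RSEM in each library, since featureCounts counted both ends of a fragment and RSEM counted fragments.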

Correlation for each sample between the pipelines was calculated using linear regression. RNA-Seq data are available on NCBI Gene Expression Omnibus under accession GSE165951.

### Statistical analysis

Data were analyzed *via* Student's *t* test or one-way ANOVA with Holm–Sidak multiple pairwise comparisons using SigmaPlot 13.0 (build 13.0.0.83).

## Data availability

RNA-Seq results are available on NCBI Gene Expression Omnibus under accession GSE165951. All original data pertaining to this study will be made available upon request.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Loss of Foxc1 and Foxc2 function in chondroprogenitor cells disrupts endochondral ossification
**Source:** J Biol Chem. 2021 Jul 29;297(3):101020. doi: 10.1016/j.jbc.2021.101020
**Supplement:** Table S3

| <u>Upregulated Genes Biological Processes</u>                                                               | <u>P-value</u> |
|-------------------------------------------------------------------------------------------------------------|----------------|
| Peptide Cross-linking<br><i>Crc1, Lce1a1, Lce1a2, Lce1b, Sprr2d</i>                                         | 3.1E-18        |
| Keratinocyte Differentiation<br><i>Crc1, Lce1a1, Lce1a2, Lce1b, Sprr2d</i>                                  | 2.8E-15        |
| Lipid Metabolic Process<br><i>Agpat5, Hmgcs2, Angptl8, Apod, Cpt1b, Cidea, Cyp11a1, Ephx2, Far2, Pnpla2</i> | 9.0E-8         |
| Epidermis Development<br><i>Fig, Lce1f, Lce1h, Ptch2, Sprr2d</i>                                            | 2.8E-8         |
| Oxidation-Reduction Process<br><i>Ddo, Chdh, Cyp11a1, Far2, Fmo2, Sod3, Tryp1</i>                           | 7.9E-4         |
| Triglyceride Catabolic Process<br><i>Lipe, Pnpla2, Pnpla3, Plin1</i>                                        | 8.7E-4         |
| Regulation of Lipid Metabolic Process<br><i>Angptl8, Hnf4a, Irs4, Pparg,</i>                                | 3.8E-3         |
| Brown Fat Cell Differentiation<br><i>Adipoq, Fabp4, Mrap, Pparg</i>                                         | 4.1E-3         |
| Negative Regulation of Smooth Muscle Cell Proliferation<br><i>Ndr2, Adipoq, Apod, Pparg</i>                 | 5.7E-3         |
| Positive Regulation of Fatty Acid Biosynthetic Process<br><i>Mixipl, Agt, Hnf4a</i>                         | 7.7E-3         |

How the deposited data were processed for this re-analysis (not part of the article)

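RNA-Seq was run by the authors on rib cage RNA of 6 mouse embryos at 16.5 dpc, 3 controls (E420, E434 and E435) and 3 Col2-cre;Foxc1;Foxc2 mutants (E423, E433 and E440). Conditions were taken from the sample labels, which name the controls wild type, and from the paper's methods. The embryo numbers do not pair the groups, and the labels give no litter or batch. The paper's methods state that animals compared were littermates, but not which embryos shared a litter.

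The authors aligned the reads to GRCm38 with HISAT2 and deposited a table of counts per gene from featureCounts on exons of a GENCODE annotation, without normalization, with each end of a pair counted on its own, strand not used and multi-mapping reads left out. The authors also deposited expected counts per gene from STAR and RSEM, in which fragments that map to several genes are shared between them. A further pair of tables holds the authors' own DESeq2 comparisons, with a log2 fold change and an adjusted p-value per gene for each pipeline. Another 12 columns of per-sample values in those comparison tables were not used here. The count table holds 55487 gene IDs, of which 55141 had a symbol in the annotation given and 1 was named only through the authors' tables, and no line of it lacks a gene. Symbols and gene types were taken from an older release of the same annotation on GRCm38, and coordinates are those of that build.

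From the counts, the 26596 genes with at least 10 counts summed over the 6 libraries were scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method, with limits of 0.1 on the adjusted p-value and 1 on the log2 fold change either way. The results text of the paper prints a stricter false discovery rate of 0.01, which was tried as an alternative. Log2 CPM used a prior count of 2. A fold against a group whose libraries all have 3 counts or fewer is given as a bound. Library totals ran from 37853988 to 47794799 counts, so 3 counts correspond to between 0.0618 and 0.0763 CPM. Intervals and bounds cover counting error only, since reads from the same amplified fragment cannot be told apart without molecular identifiers.

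A set of 18 marker lists (194 genes, 193 tested) was written for early, prehypertrophic and hypertrophic chondrocytes, osteoblasts and osteocytes, osteoclasts, tendon, cell proliferation, keratinocytes, adipocytes, brown adipocytes, skeletal muscle, erythroid cells, hepatocytes, mast cells, thymocytes, melanocytes, Schwann cells and macrophages. A gene shared between lists is counted in each of them. The lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and with fry. The threshold was 0.05 on the p-value adjusted over the lists. Genes within 10 Mb of Foxc1 or Foxc2 were compared with all others by Fisher's exact test, 2-sided. The genes that may be named were fixed by a rule: the targeted genes, the genes of Fig. 8 and Table S3, the genes beside both loci, sex-linked genes, the list genes, and the 5 largest rises and falls past the limits with the groups apart. CT010467.1 and Gm48704 were chosen after their values were seen.

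Alternatives set before the data were examined were DESeq2's size factors, DESeq2 1.42.0 with its Wald test, a robust empirical Bayes step, edgeR's filterByExpr, no low-count filter, the RSEM expected counts rounded to whole numbers, other limits, the paper's rule over both pipelines, other windows around the loci and leaving out each library in turn. Alternatives added after the values were seen were summing the close libraries (E420 with E435, and E423 with E440), and the mean log2 CPM of the early chondrocyte or of the keratinocyte list as a covariate.

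The steps were tested on simulated data drawn from the real libraries' means, depths and common dispersion, over 26076 genes of which 200 were changed. With 3 libraries per group edgeR recovered 167 of the 200 and called 18 others, and DESeq2 recovered 180 and called 58 others. The changed genes were all well counted and had large shifts, and every gene had the same dispersion. No simulated libraries were close in pairs as the real ones are. These rates are therefore not estimates of how either test performs on the real libraries. Of 10 simulated lists, camera and fry each found the 2 with a change and 0 others, and so did camera with its estimated correlation. The simulated genes vary independently of each other, so this does not show how camera behaves on lists of genes that vary together between libraries. Gene ontology enrichment was not analysed here.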

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

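The rule for these results was set after the values were seen: among marker lists the paper does not discuss, sex-linked genes, genes beside Foxc1 and Foxc2 and rRNA genes, the highest mutant library had to lie above the highest control by more than the whole range of the controls. Lists were compared by their median log2 ratio, and genes on the scale of log2(CPM + 0.1). The test of liver tissue in E433 and the test of the rRNA gene were also chosen after the result was seen. The range of 3 controls is a narrow yardstick.

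Hepatocyte genes stood out in 1 embryo. The hepatocyte list had a median log2 ratio to the control mean of 4.52 in mutant E433, 0.16 in E423 and 0.33 in E440, with controls from -0.53 to 0.67. All 11 of its genes were highest in E433, where Alb reached 320 CPM against 7.94 to 22.5 CPM in the controls. Of the list's genes, 6 have over 1 CPM in controls. A candidate explanation is liver tissue in the E433 sample. It cannot be told apart from another source in that embryo, since a single library shows it. Without E433 the median log2 fold change of the list was 0.03.

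The sex of the embryos is not reported in the paper. Xist reached 1127 CPM in mutant E433 and at most 3.11 CPM in the controls, and Ddx3y had 0.278 CPM in E433 and between 92.7 and 123 CPM in the other libraries. These values mark 1 female mutant embryo and 5 male embryos. A difference in sex does not separate the groups, because 2 mutant libraries carry Y-linked transcripts like the controls. Of the 17 genes past the limits, 2 lie on X or Y. The Y-linked gene Eif2s3y also met the rule, at 54.38 CPM in mutant E423 and 51.03 CPM in mutant E440 against 40.37 to 44.72 CPM in the controls, with 0 counts in E433.

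Foxl1, which lies next to Foxc2 on chromosome 8, had 0.305, 0.838 and 0.247 CPM in the controls and 1.92, 3.53 and 2.30 CPM in the mutants, a log2 fold change of 2.47 (standard error 0.508, adjusted p = 0.263 from edgeR). It passed the limit with DESeq2's Wald test. On the other side of Foxc2, Mthfsd also met the rule, at 23.1 CPM in mutant E433 against at most 21.0 CPM in the controls, but its log2 fold change was 0.04. Beside Foxc1, the rule was met by Gm11379 (0.457 CPM in E423), Gm11380 (0.195 CPM in E440) and A730091E23Rik (0.58 CPM in E433). These have at most 19, 9 and 25 counts in any library. The 3 mutants lie on both sides of the control mean for Gm11379 and A730091E23Rik. For Gm11380 all 3 lie above it and 2 of them above every control, with 5 to 9 counts each (log2 fold change 0.64, adjusted p = 0.668 from edgeR). At such counts they are not read further. Strain differences linked to the floxed loci were weighed through the genes within 10 Mb. The test set before the data were examined found 0 of the 17 genes past the limits there, too few to decide. Under the paper's rule 12 of 316 genes lay there (odds ratio 2.35, Fisher's exact test, 2-sided, p = 0.0121), and without Foxc1 and Foxc2 themselves the odds ratio was 1.96 (p = 0.0443). Among the 2820 genes with an unadjusted p-value under 0.05, 47 lay near the loci (odds ratio 1.03, Fisher's exact test, 2-sided, p = 0.813), and the odds ratio was 0.986 without Foxc1 and Foxc2. Strain differences therefore stay undecided. An effect of the deleted Foxc2 locus on its neighbour stays open as well.

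The rRNA gene CT010467.1 took 1.15, 0.962 and 0.749% of counts in the controls and 1.95, 1.93 and 2.00% in the mutants, a mean of 1.96% in the mutants, and its highest level was 20690 CPM. Less complete mRNA selection in the mutant libraries and a difference in the RNA itself cannot be told apart, because the design confounds both with genotype. Repeats of rRNA map to several places, which this counting leaves out. The rule was also met by 3 small rRNA genes, at 0.6975, 0.26 and 0.195 CPM, which have at most 29, 12 and 9 counts in any library.

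The thymocyte list had a median log2 ratio of 0.88 in mutant E423, 0.76 in E433 and 0.70 in E440, against 0.08 or less in the controls, and only 1 of its 11 genes had over 1 CPM in controls. The Schwann cell list reached 0.43 in mutant E440, but 0.12 in E433, within the control range. For these lists no technical or biological explanation was tested.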

How the results depend on the processing

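No paired analysis was possible because the embryo numbers differ between the groups and the labels give no litter. The paper's methods state that comparisons were between littermates, but not which embryos shared a litter, so litter could not be fitted. Alternatives that sum libraries or add a covariate were chosen after seeing the values.

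The counts of 8 lower and 9 higher genes depended on the test and on single libraries. DESeq2's Wald test gave 122 lower and 355 higher, and the paper's rule 83 and 233. All 17 genes were among the 477 that DESeq2's Wald test called. A robust empirical Bayes step gave 16 and 19, no low-count filter 15 and 22, RSEM counts 5 and 5, and no fold-change limit 14 lower genes. An adjusted p-value under 0.05 or 0.01 gave 0 and 0, although 2820 genes had an unadjusted p-value under 0.05. DESeq2's size factors and filterByExpr stayed within 1.5-fold of both counts. Across the fits that each left out 1 library, there were from 0 to 353 lower genes and from 0 to 734 higher genes. The high values came without mutant E433, where the mutant group is the close pair E423 and E440 alone and edgeR's biological coefficient of variation went from 31.0% to 24.9%. Without control E434 it was about as low, 25.1%, yet there were 9 lower and 8 higher genes, of which 4 were among the 17. Without E420, E435, E423 or E440 it was between 33.8% and 34.5%, and 0 genes passed.

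With each close pair summed, leaving 2 samples against 2, 0 genes passed in either direction with edgeR (769 had an unadjusted p-value under 0.05), and DESeq2 called 55 lower and 72 higher. The early chondrocyte covariate gave 69 lower and 173 higher genes, and the keratinocyte covariate 15 and 38.

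Foxc1 and Foxc2 were lower in every fit. The log2 fold change of Foxc1 was -2.33 with DESeq2 (adjusted p = 9.63e-07), -2.07 with the early chondrocyte covariate (adjusted p = 0.0126 from edgeR) and from -2.99 to -2.09 across the fits that each left out 1 library. That of Foxc2 was -1.99 with DESeq2 (adjusted p = 0.000207), -1.67 with the early chondrocyte covariate (adjusted p = 0.0526 from edgeR) and from -2.26 to -1.63 across the fits that each left out 1 library. Both passed the limit without mutant E433. Neither passed both limits with the keratinocyte covariate, with each close pair summed in edgeR, or without any other single library. Across the fits that each left out 1 library, the adjusted p from edgeR reached 0.839 for Foxc1 and 0.875 for Foxc2. Across all alternatives set beforehand with 6 libraries their adjusted p ranged from 9.63e-07 to 0.3 and from 0.000207 to 0.252.

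Of 18 lists, 17 passed with camera, 6 with fry and 0 with an estimated correlation. Without 1 library between 15 and 16 passed. The early chondrocyte list had a median from -3.68 to 1.03 across the fits that each left out 1 library, the prehypertrophic list from -0.44 to 0.13, and the keratinocyte list from 0.62 to 1.62. Among the lists of other tissues, the median ran from -1.11 to -0.54 for osteoclasts, from -1.13 to -0.64 for tendon, from -0.21 to -0.04 for cell proliferation, from 0.43 to 0.81 for skeletal muscle, from -1.45 to -0.59 for erythroid cells, from 0.98 to 1.87 for mast cells and from 0.03 to 3.62 for hepatocytes. The positive early chondrocyte and prehypertrophic medians, and the lowest keratinocyte median, came without control E434. With the keratinocyte covariate the early chondrocyte median was 0.90 and the prehypertrophic one 0.13, and with the early chondrocyte covariate the keratinocyte median was 0.78 and no longer past the threshold. The osteoblast and osteocyte list stayed lower in each fit and past the threshold in each fit with camera's preset correlation, but not with the estimated correlation (adjusted p = 0.2). It had medians from -1.35 to -1.05 across the fits that each left out 1 library.

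Among single genes, the signs of Sox9, Sox6, Col2a1, Fgfr3 and Ihh reversed. With the keratinocyte covariate the log2 fold changes were 0.90 for Sox9, 0.33 for Sox6, 1.13 for Col2a1, 0.39 for Fgfr3 and 0.13 for Ihh. With the early chondrocyte covariate they were 0.57 for Sox9, 0.23 for Sox6, 0.03 for Col2a1 and 0.17 for Fgfr3. That covariate is the mean of a list that holds Sox9, Sox6 and Col2a1, so it removes part of their own change. Their values under it do not test whether they fell. The keratinocyte covariate was 0.41 in control E434 and at least 6.73 in the other libraries. It therefore largely sets E434 apart and is not a separate check from leaving E434 out. Across the fits that each left out 1 library, Sox9 ran from -1.31 to 0.86, Sox6 from -0.16 to 0.30, Col2a1 from -4.94 to 1.53, Fgfr3 from -0.76 to 0.33 and Ihh from -2.81 to 0.12, with the highest values without control E434. Xist ran from -2.64 to 10.27, Mthfsd from -0.03 to 0.09 and Mki67 from -0.08 to 0.19, with the lowest values without mutant E433. Eif2s3y ran from -0.75 to 0.30, with the highest value without mutant E433, and A730091E23Rik from -1.23 to 0.21, and 0.15 with each close pair summed. In the alternatives set beforehand with 6 libraries, 211 of 232 values of 40 named genes kept their direction and their side of the limit, 18 became stronger, 3 weaker and 0 reversed. Across the fits that each left out 1 library, 167 of 240 values stayed the same, 47 became weaker, 13 stronger and 13 reversed. Across the alternatives added later, 79 of 120 stayed the same, 12 became weaker, 19 stronger and 10 reversed.

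Near Foxc1 and Foxc2, the odds ratio was 0 with 0 genes near the loci, and above 1 in some fits that called more genes: 2.00 with DESeq2's Wald test, 2.35 with the paper's rule, 2.37 with the early chondrocyte covariate and 2.38 with the keratinocyte covariate, and from 0 to 1.37 across the fits that each left out 1 library. With an unadjusted p-value under 0.05 and no fold-change limit it was 1.03 (47 of 2820 genes, Fisher's exact test, 2-sided, p = 0.813). Fits with 0 genes past the limits gave no odds ratio. The median Pearson correlation of the pipelines, 0.931, was 0.945 among genes with at least 10 counts in both and 0.891 with log2(count + 0.1). Apart from the effect of library number and limits, the cause of these changes was not tested.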

Differences from the paper's values

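The paper's counts are 83 downregulated and 232 upregulated genes, where edgeR's quasi-likelihood test on the featureCounts counts gave 8 and 9. Of the alternatives set before the data were examined, the paper's rule over both pipelines gave 83 lower and 233 higher genes, the same number of lower genes and 1 more higher gene. DESeq2's Wald test on the featureCounts counts alone gave 122 lower genes, within 1.5-fold of the paper's number, and 355 higher genes, which is not. None of the other alternatives set before the data were examined came within 1.5-fold of either number.

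The results text of the paper gives a false discovery rate of 0.01. In the authors' deposited tables the genes of Tables S1 and S2 have adjusted p-values up to 0.1, and 42 lower and 83 higher genes lie under 0.01 in both pipelines. The paper lists all genes of Fig. 8B, Foxc1 and Foxc2 among them, and of Table S3 as changed, and edgeR called 4 of the 25 genes of Fig. 8B and 3 of the 36 genes of Table S3. DESeq2's Wald test called all of them at an adjusted p-value under 0.1, but the study had picked them with DESeq2 from these same libraries.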

Other observations

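The tests of the paper's rule under other splits, of the ratio of cornified envelope genes to keratinocyte genes, of a later stage of the epidermis, of fat tissue, of liver tissue in E423 and E440, of the covariates on bone genes, of the early chondrocyte list without E434 and of the close libraries were chosen after the result was seen. Tests of skin, liver and a lower share of skeletal cells in the mutant samples, of sex, of library size, of length and GC content and of the loci were set before the data were examined, and each is given with its own outcome.

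Which side of a false split is called lower is arbitrary, so the larger of its directions was compared with the real counts, a choice made after the result was seen. In 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, there were as many as 8 genes in one direction, the number of lower genes, and likewise for the 9 higher genes and for 17 marker lists. The 9 false splits still put between 5 and 10 of the 18 lists past the threshold with camera at its preset correlation, and 0 with fry or with the estimated correlation, so a list past the threshold with camera alone is weak evidence and its small p-values are not to be taken at face value. The smallest share 10 splits allow is 0.1. Another split, controls E420 and E435 with mutant E433 against the rest, gave 7 genes in one direction and 1 in the other. With the paper's rule, 4 of the 10 splits, the real one included, gave at least 83 genes in one direction, 2 of the 10 gave at least 233 in one direction, and 2 of the 10 gave at least 316 genes in total. Controls E420 and E434 with mutant E433, against control E435 with mutants E423 and E440, gave 89 and 238 genes in the 2 directions by that rule, and control E420 with mutants E423 and E440 against the rest gave 199 and 68. With libraries this close in pairs, DESeq2's count alone therefore does not set the real grouping apart from the others.

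Controls E420 and E435, and mutants E423 and E440, were far closer than any other libraries (SD of the log2 ratio 0.132 for E423 and E440). A candidate explanation is that each pair is one RNA sample sequenced as 2 libraries. Very alike embryos or dissections are the other. Chi-square per gene above 1 does not decide, since library preparation adds noise of its own, and these explanations cannot be told apart from the counts. If each pair were a single sample, n would be 2 per group.

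The libraries differed in the tissue they held. The first principal component took 54.4% of the variance and ran from control E434 at one end to mutants E423 and E440 at the other. Krt5 had 375, 0.640 and 391 CPM in controls E420, E434 and E435 and 899.7, 193 and 896 CPM in mutants E423, E433 and E440, while Col2a1 ran the other way. Keratinocyte transcripts are therefore present in all 6 rib cage samples, though control E434 has few (34.52 CPM over the 17 genes of the list, against 4135 CPM or more in the others), while the paper chose the rib cage because nonskeletal tissue can be dissected away. For the rise of cornified envelope genes, skin left on the mutant samples was tested by the keratinocyte list. Its median log2 fold change was 1.19 (camera adjusted p = 0.0012), as that explanation needs, and E423 and E440 were the highest libraries. The rise was not past the threshold with fry (adjusted p = 0.43), and was 0.62 without control E434. A larger amount of the same skin alone is argued against, because the 8 cornified envelope genes per keratinocyte transcript were at least 6.28-fold higher in E423 and E440 than in the other 4 libraries. The nearest of these is control E434, which has only 10 counts of these genes and few keratinocyte transcripts, so its ratio is the least certain, and against E420, E435 and E433 the ratio was at least 21.0-fold higher. The keratinocyte total differed at most 7.63-fold among the 5 libraries other than E434. A later stage of the epidermis in E423 and E440 would give this, but cannot be told apart from an effect of genotype, as both occur in mutants only. Mutant E433 lacks the rise.

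For the rise of lipid genes, the adipocyte list had a median log2 fold change of 1.81 (camera adjusted p = 1.1e-11, 9 of its 13 genes in Table S2) and was higher in all 3 mutants than in all controls. The brown adipocyte list had a median of 0.42 (adjusted p = 0.00052), but in E433 (0.22) it lay under control E434 (0.34). Its median ran from 0.33 to 0.84 across the fits that each left out 1 library. Fat tissue left on the samples and more fat cells forming within them cannot be told apart, because both bring the same transcripts. The test set for liver tissue was a rise of the hepatocyte list, and the list did rise (median 3.09, camera adjusted p = 0.0067), but on the strength of E433 alone, so it does not decide for the group. For E423 and E440, liver tissue is argued against by a hepatocyte list at 0.33 or less, within the range of the controls, while the other Table S3 genes rose by 2.00 and 2.08.

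For the fall of bone genes, the test set for a lower share of skeletal cells was whether cartilage and bone lists fall alike. By group median they did, at -1.34 for the early chondrocyte list and -1.23 for the osteoblast and osteocyte list. That is what the explanation needs. In mutant E433 they did not fall together. Its early chondrocyte list, at 1.01, lay above controls E420 (-1.27) and E435 (-1.33), while its bone list was the lowest of any library, at -1.86. The early chondrocyte fall is uncertain, however: without control E434 its median was 1.03, and the amount of cartilage in each sample cannot be told apart from expression per cell. A lower share of skeletal cells therefore stays open for mutants E423 and E440, where both lists were low, and has less to rest on in E433. Over the 6 genes of the bone list outside Tables S1 and S2, 5 were lower with either covariate, and the median log2 fold change was -0.49 with the early chondrocyte covariate and -0.42 with the keratinocyte covariate. Both falls were past the threshold in limma's camera (adjusted p = 0.0012 and 0.0015 over the pair of tests), but not in limma's fry (adjusted p = 0.086 and 0.064) or with camera's estimated correlation (adjusted p = 0.24 for both). Since camera alone is weak evidence here, these 6 genes cannot tell less cartilage, or more skin, from a fall of their own. Over all 16 genes the median stayed at -1.30 and -1.13 with these covariates. Among controls the bone list held at -0.08 to 0.11. There the early chondrocyte list ran from -1.33 to 2.69 and the keratinocyte list from -5.11 to 2.55. Mutant E433, lowest in bone, had a lower keratinocyte list (1.26) than E420 and E435. However, 10 of the 16 genes are in Tables S1 and S2, and were picked by the study for a group difference in these libraries. That choice favours genes that are steady among controls and low in mutants. The whole list therefore cannot decide against cartilage or skin alone. In E423 and E440 the early chondrocyte list (-2.58 and -2.55) was lower than in every control. Their keratinocyte list (3.36 and 3.27) was higher than in every control. A smaller amount of bone in the samples and lower expression per bone cell were not separated.

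The other lists moved as follows. Median log2 fold changes were -0.77 for osteoclasts, -1.01 for tendon, -0.12 for cell proliferation, 0.56 for skeletal muscle, -0.94 for erythroid cells, 1.54 for mast cells, 0.78 for thymocytes, 1.89 for melanocytes, 0.32 for Schwann cells and -0.38 for macrophages, all past the threshold with camera in the main fit. Several of these depended on single libraries. Cell proliferation reached an adjusted p of 0.07 from camera in an alternative set beforehand with 6 libraries and 0.3 with 1 library left out, and Schwann cells reached 0.085 with 1 left out. In mutant E433 the lists of skeletal muscle (0.12), erythroid cells (0.03), mast cells (0.52) and Schwann cells (0.12) lay within the range of the controls, and cell proliferation (0.08) lay above it. With fry, those of osteoclasts, thymocytes and macrophages also passed, as did the hypertrophic, osteoblast and adipocyte lists. Thymocyte genes are near the floor in controls, and with such genes at their bound the median was 0.68. Mki67, a proliferation gene, had a log2 fold change of 0.09.

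Library size does not separate the groups, since the lowest mutant total, 41757936, lies inside the range of the controls. Log2 fold changes of all genes followed gene length with a Spearman rho of -0.0957 and GC content with a rho of 0.0644, nearer 0 than the limit of 0.2 set before. Gm48704, a lincRNA on chromosome 13 at 35543902 to 35545484, had 3604 and 4275 counts in mutants E423 and E440, 9 in E433 and at most 5 in each control. It was chosen after its values were seen. It lies within 10 Mb of Foxc1 and is among the 12 genes near the loci under the paper's rule, so it is part of the strain test, and no other explanation was tested for it.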
